# Characterization of Rice Homeobox Genes, *OsHOX22* and *OsHOX24*, and Over-expression of *OsHOX24* in Transgenic *Arabidopsis* Suggest Their Role in Abiotic Stress Response

**DOI:** 10.3389/fpls.2016.00627

**Published:** 2016-05-10

**Authors:** Annapurna Bhattacharjee, Jitendra P. Khurana, Mukesh Jain

**Keywords:** rice, abiotic stress, homeobox transcription factors, gene expression, DNA binding, protein–protein interaction

## Abstract

Homeobox transcription factors are well known regulators of plant growth and development. In this study, we carried out functional analysis of two candidate stress-responsive HD-ZIP I class homeobox genes from rice, *OsHOX22*, and *OsHOX24*. These genes were highly up-regulated under various abiotic stress conditions at different stages of rice development, including seedling, mature and reproductive stages. The transcript levels of these genes were enhanced significantly in the presence of plant hormones, including abscisic acid (ABA), auxin, salicylic acid, and gibberellic acid. The recombinant full-length and truncated homeobox proteins were found to be localized in the nucleus. Electrophoretic mobility shift assay established the binding of these homeobox proteins with specific DNA sequences, AH1 (CAAT(A/T)ATTG) and AH2 (CAAT(C/G)ATTG). Transactivation assays in yeast revealed the transcriptional activation potential of full-length OsHOX22 and OsHOX24 proteins. Homo- and hetero-dimerization capabilities of these proteins have also been demonstrated. Further, we identified putative novel interacting proteins of OsHOX22 and OsHOX24 via yeast-two hybrid analysis. Over-expression of *OsHOX24* imparted higher sensitivity to stress hormone, ABA, and abiotic stresses in the transgenic *Arabidopsis* plants as revealed by various physiological and phenotypic assays. Microarray analysis revealed differential expression of several stress-responsive genes in transgenic lines as compared to wild-type. Many of these genes were found to be involved in transcriptional regulation and various metabolic pathways. Altogether, our results suggest the possible role of OsHOX22/OsHOX24 homeobox proteins as negative regulators in abiotic stress responses.

## Introduction

Abiotic stress conditions, including drought and salinity, are detrimental for growth and survival of plants. These environmental factors, either singularly or compositely, cause several adverse effects on the productivity of crop plants like rice. However, by adopting biotechnological tools, it is now possible to generate high-yielding stress-tolerant plants. Several TFs have been used as potent tools to engineer abiotic stress tolerance in plants (Hussain et al., 2011). The over-expression of well-characterized abiotic stress-responsive TFs, like dehydration-responsive element binding proteins (DREBs), ABA-responsive element binding proteins (AREBs), no apical meristem (NAM), *Arabidopsis thaliana* activation factor 1/2 (ATAF1/2), cup-shaped cotyledon 2 (CUC2) proteins (NACs), has led to the generation of stress-tolerant transgenic plants without loss in crop yield (Nakashima et al., 2009; Todaka et al., 2015). However, the function of various other TFs in abiotic stress tolerance still remains to be explored.

Homeobox TFs belong to a large gene family and are known to play crucial roles in various aspects of plant development (Gehring et al., 1994; Nam and Nei, 2005). Rice and *Arabidopsis* genomes contain at least 110 homeobox genes each (Jain et al., 2008; Mukherjee et al., 2009). The members of homeobox TF family have been categorized into 14 classes, including HD-ZIP and TALE superclasses (Jain et al., 2008; Mukherjee et al., 2009). The plant-specific HD-ZIP superclass contains highest number of homeobox proteins (48) and is grouped into four subfamilies, HD-ZIP I-IV (Jain et al., 2008; Mukherjee et al., 2009). All HD-ZIP superclass proteins possess HD and leucine-zipper (LZ) domains. Besides this, HD-ZIP II proteins contain ZIBEL and CE motifs, whereas HD-ZIP III proteins contain MEKHLA domain also. In addition, both HD-ZIP III and HD-ZIP IV subfamily proteins harbor START and HD-SAD domains (Mukherjee et al., 2009).

Various HD-ZIP superclass members are known to regulate a variety of developmental processes and abiotic stress responses in plants (Ariel et al., 2007; Harris et al., 2011). The ectopic expression of a HD-ZIP I subfamily member indicated its involvement in leaf development and blue light signaling (Wang et al., 2003), and few members were reported to mediate giberrellin signaling (Dai et al., 2008; Son et al., 2010). HD-ZIP II subfamily members have been implicated in shade avoidance responses in plants (Sessa et al., 2005). HD-ZIP III subfamily members have emerged as vital regulators of apical meristem formation, maintenance of abaxial or adaxial polarity of leaves and embryo, besides vascular development and leaf initiation process in shoot apical meristem region in *Arabidopsis* and rice, respectively (Prigge et al., 2005; Itoh et al., 2008). Further, HD-ZIP IV subfamily members were reported to be crucial determinants of outer cell layer formation of plant organs, leaf rolling process, trichome development and anther cell wall differentiation (Nakamura et al., 2006; Vernoud et al., 2009; Zou et al., 2011). It has been speculated that evolutionary pressure resulted in well orchestrated participation of numerous HD-ZIP subfamily members in developmental regulation of plants (Ariel et al., 2007).

A number of HD-ZIP superclass members have been found to be differentially expressed during abiotic stress conditions in different plant species (Gago et al., 2002; Olsson et al., 2004; Jain et al., 2008; Ni et al., 2008; Bhattacharjee et al., 2015). The involvement of some HD-ZIP I subfamily members have already been reported in modulating abiotic stress responses (Olsson et al., 2004; Song et al., 2012). In recent times, *AtHB12* and *AtHB7* were found to mediate both growth related processes and water stress responses in *Arabidopsis* (Ré et al., 2014). Some studies have demonstrated the role of a few HD-ZIP genes of *Arabidopsis* and rice in abiotic stress tolerance as well (Olsson et al., 2004; Zhang et al., 2012) and they may act as promising candidates for crop improvement (Bhattacharjee and Jain, 2013).

Previously, at least nine of the 14 members of HD-ZIP I family in rice were found to be differentially expressed under abiotic stress conditions (Jain et al., 2008). In the present study, we performed comprehensive expression profiling of two candidate HD-ZIP I family homeobox genes, *OsHOX22* (*LOC_Os04g45810*) and *OsHOX24* (*LOC_Os02g43330*), under various abiotic stress conditions at different stages of development in rice. We established the nuclear localization of OsHOX22 and OsHOX24 proteins, analyzed their transactivation and dimerization properties, and identified their novel interacting proteins. Further, we studied the binding property of purified proteins with specific DNA sequences and identified their putative downstream targets at whole genome-level. In addition, we over-expressed *OsHOX24* in *Arabidopsis* and showed its role in abiotic stress responses.

## Materials and Methods

### Plant Growth Conditions, Stress, and Hormone Treatments

Wild-type *Arabidopsis* (Col-0) seeds procured from *Arabidopsis* Biological Research Centre (ABRC) were grown in pots containing autoclaved mixture of agropeat and vermiculite (1:1) [supplemented with nutrient medium (Somerville and Ogren, 1982)] or on MS plates as described previously (Laxmi et al., 2004; Jain et al., 2006b; Sharma et al., 2014; Maloney et al., 2015). The seedlings were grown in a culture room with ∼100 μmol m^-2^ s^-1^ light maintained at 20 ± 1°C with 14/10 h of day/night photoperiod. Expression profiling of candidate homeobox genes in different tissues/organs/developmental stages of rice (*Oryza sativa* ssp. *indica* IR64 cultivar) and after treatment with various hormones [50 μM indole-3-acetic acid (IAA), 10 μM epibrassinolide (EBR), 100 μM ABA, 100 μM salicylic acid (SA), 50 μM 1-aminocyclopropane-1-carboxylic acid (ACC), 50 μM benzyl aminopurine (BAP) and 50 μM gibberellic acid (GA3)] was performed as described previously (Jain et al., 2006a,b, 2008; Wang et al., 2009 ; Yue et al., 2015). Relatively higher concentrations of different hormones were used, since treatments were given to whole rice seedlings hydroponically for short duration (3 h) to study differential gene expression.

For imparting abiotic stresses, 7-day-old rice seedlings were removed from trays and subjected to desiccation (whole seedlings were kept between folds of tissue paper and allowed to dry), salinity (seedling roots were submerged in 200 mM NaCl solution), cold [seedling roots were submerged in reverse-osmosis (RO) water and kept at 4 ± 1°C in cold room] and osmotic stress (seedling roots were submerged in 200 mM mannitol solution) treatments as described earlier (Jain et al., 2008). Whole seedlings under control and stress conditions were harvested after 1, 3, 6, and 12 h time points and snap frozen in liquid nitrogen. Likewise, greenhouse grown 5-week-old mature rice plants were subjected to desiccation and salinity stress treatments for 1, 3, 6, and 12 h followed by tissue harvesting. Seedlings kept in RO water and plants grown in pots (filled with soil) supplied with RO water served as experimental control. Four-month-old reproductive-stage rice plants were subjected to desiccation (by withholding water) and salinity (200 mM NaCl solution) stresses, and flag-leaf and panicle tissues were harvested after 6 and 12 h.

### Real-Time Polymerase Chain Reaction (PCR) Analysis

To study the gene expression, quantitative real-time PCR analysis was carried out as described earlier (Sharma et al., 2014). At least two biological replicates for each sample and three technical replicates for each biological replicate were analyzed. The relative expression level of each gene was determined using ΔΔ*C*_T_ calculation as described previously (Jain et al., 2006b). To normalize the relative mRNA level of individual genes in different RNA samples, *PP2A* and *UBQ5* were used as most suitable internal control genes for *Arabidopsis* and rice, respectively (Sharma et al., 2014). The list of primers used for real-time PCR is given in **Supplementary Table S1**.

### Sequence Analysis and Homology Modeling

The alignment of genomic and coding sequences of homeobox genes was done using Sim4 software (Florea et al., 1998) to determine exon–intron organization. For promoter analysis, 2 kb sequence from upstream of start codon of the homeobox genes was retrieved using corresponding BAC/PAC clone sequences from the National Centre for Biotechnology Information (NCBI). The sequences were used as query in the PLACE database^1^ to identify *cis*-regulatory stress-responsive elements.

The homology modeling for HD of OsHOX22 and OsHOX24 proteins was performed using 9ANT (Antennapedia homeodomain–DNA complex) from *Drosophila* (Fraenkel and Pabo, 1998) under default parameters in Modeller (version 9.11) and visualized by PyMol software (version 1.6). The modeled structures were assessed by Ramachandran plot analysis in RAMPAGE^2^.

### Subcellular Localization of Recombinant Homeobox Proteins

The full-length and truncated versions [C-terminal deletion (ΔC) of 165-261 amino acid (aa) for OsHOX24ΔC and 174-276 aa for OsHOX22ΔC] of homeobox genes were PCR amplified using gene-specific primers (**Supplementary Table S2**) and cloned in psGFPcs vector (Kapoor et al., 2002) using *Apa*I and *Xma*I restriction sites. The N-terminal GFP fusion constructs and empty vector (psGFPcs; experimental control) were transiently transformed in onion epidermal cells via particle bombardment method using PDS-1000 He particle delivery system (Bio-Rad Laboratories, Hercules, CA, USA) as described earlier (Sharma et al., 2014). The transformed cells were incubated in dark at 23°C for 24 h and onion peels were visualized under confocal microscope (AOBS TCS-SP2, Leica Microsystems, Mannheim) for detection of GFP and DAPI signals.

### Transactivation and Dimerization Assays

Full-length coding sequences of *OsHOX24* (786 bp), *OsHOX22* (831 bp), and their C-terminal deleted regions, *OsHOX24ΔC* (495 bp) and *OsHOX22ΔC* (521 bp), were PCR amplified using gene-specific primers (**Supplementary Table S2**) and cloned into pGBKT7 vector containing GAL4 DNA-binding domain. The confirmed constructs were transformed in yeast strain (AH109) [harboring *HIS3*, *ADE2*, *MEL1*, and *lacZ* reporter genes] according to small-scale yeast transformation procedure (Clontech). The empty vector (pGBKT7) and pGBKT7-p53 + pGADT7-T antigen transformed in yeast served as negative and positive experimental controls, respectively. The transformants were further serially diluted and dropped on various SD selection media, namely SD-Trp, SD-Trp-His, and SD-Trp-His-Ade and incubated at 30°C for 3–5 days. To check the dimerization properties of homeobox proteins, full-length coding sequence of *OsHOX24*, *OsHOX22*, and their C-terminal deleted regions, *OsHOX24ΔC* and *OsHOX22ΔC*, were cloned into pGADT7 vector containing GAL4 activation domain. The bait vector containing truncated version of ORFs were co-transformed with prey vector containing either full-length or truncated ORFs in yeast. The empty vectors, pGBKT7 + pGADT7, and pGBKT7-p53 + pGADT7-T antigen, cotransformed in yeast were used as negative and positive controls, respectively. The transformants were grown on SD-Trp-Leu and SD-Trp-Leu-His-Ade selection media and incubated at 30°C for 3–5 days.

### Yeast-two Hybrid Analysis

The C-terminus deletion constructs, OsHOX24ΔC (1–164 aa) and OsHOX22ΔC (1–173 aa) were created in bait vector for yeast-two hybrid analysis. A cDNA library was generated from 3 h drought stress treated 7-day-old rice seedlings in library vector, pGADT7-Rec, by recombination-based cloning using *Sma*I and transformed in yeast (AH109), according to manufacturer’s instructions (Clontech). Using large-scale transformation by PEG/LiAc method, bait constructs (OsHOX24ΔC and OsHOX22ΔC) were transformed in the competent cells prepared from a single aliquot of cDNA library glycerol stock, according to instructions provided by manufacturer (Clontech). The transformation mixture was spread on SD selection media, SD-Trp-Leu-His and incubated at 30°C for 5 days until colonies appeared. Selected transformed yeast colonies were streaked on SD-Trp-Leu media, and simultaneously screened by colony PCR using AD5′ and AD3′ library vector-specific primers to check the presence of inserts. The colonies possessing insert size > 300 bp were streaked on SD-Trp-Leu-His (triple dropout medium; TDO medium) and SD-Trp-Leu-His-Ade (quadruple dropout medium; QDO medium) for reconfirmation. The putative clones were streaked on TDO and QDO selection medium supplemented with either 40 mg/ml X-α-Gal or X-β-Gal also, and allowed to grow at 30°C for 3–5 days till blue color development. On the basis of color development in colonies due to activation of *Mel1*/*lacZ* reporter gene and size of insert, selected clones were confirmed by Sanger sequencing.

Further, the interacting partners of homeobox TFs were confirmed by drop tests and *lacZ* reporter gene quantitative assay using *O*-nitrophenyl-beta-D-galactopyranosidase (ONPG) as substrate, according to manufacturer’s instructions (Clontech). pGBKT7-Lam + pGADT7-T, and pGBKT7-p53 + pGADT7-T antigen, were used as negative and positive experimental control, respectively. The β-galactosidase unit for each sample was calculated according to Miller (1972). The experiments were performed in three biological replicates. To study the expression profiles of homeobox genes and the genes encoding for their interacting proteins under abiotic stress conditions, we analyzed the publicly available microarray data from Genevestigator v.3^3^. The heatmaps depicting log_2_ ratio (fold change) values of the respective genes during drought, salinity and cold stress conditions were generated.

### Electrophoretic Mobility Shift Assay (EMSA)

The PCR amplified complete ORFs [using gene-specific primers (**Supplementary Table S2**)] of *OsHOX24* and *OsHOX22* were cloned in pET28a expression vector, in *Bam*HI/*Eco*RI and *Xho*I/*Hin*dIII restriction sites, respectively. Recombinant protein induction followed by purification under native conditions was carried out as described earlier (Sharma et al., 2014). For EMSA, single-stranded biotinylated and HEX-labeled AH1 and AH2 oligonucleotide sequences, synthesized commercially (Sigma) as tetrameric repeats [oligos with four consecutive repeats of *cis*-regulatory motifs (AH1/AH2)], were annealed in equimolar volumes. For protein–DNA binding reactions, 25–50 nM annealed oligos (HEX or biotin-labeled AH1/AH2) were added to 5–10 μg of purified proteins along with 5X DNA binding buffer (50 mM Tris-Cl pH-8.0, 2.5 mM EDTA, 2.5 mM DTT, 5 mM MgCl_2_, 5X protease inhibitor, 250 mM KCl, and 12.5% glycerol). Reactions devoid of annealed oligos or purified proteins served as experimental control. For binding experiments performed with HEX-labeled oligos, 200-fold excess of unlabelled oligos and (1 μg/μl) poly(di-DC) were used as specific and non-specific competitor DNA, respectively. The binding reactions were incubated at room temperature for 30 min followed by 6% native polyacrylamide gel electrophoresis in 0.25X Tris-borate-EDTA (TBE) at 15–20 mA for 30 min. HEX-labeled fluorescent oligos complexed with purified proteins were visualized directly under Typhoon scanner. For biotin-labeled oligos complexed with purified proteins, nylon membrane (+vely charged) was used for electrophoretic transfer followed by UV crosslinking and incubation with streptavidin-horseradish peroxidase conjugate/blocking reagent solution (1:300 dilution) for requisite time. The protein–DNA complexes were detected via chemiluminescence using Enhanced Chemiluminescence (ECL) Detection system (GE Healthcare, Buckinghamshire, UK) as per manufacturer’s instructions.

### Over-expression of *OsHOX24* in *Arabidopsis*

To over-express *OsHOX24* in *Arabidopsis*, the PCR amplified complete ORF [using gene specific primers (**Supplementary Table S2**)], was cloned in binary expression vector, pBI121, in *Xba*I*/Bam*HI restriction sites. The confirmed clone was transformed in *Agrobacterium* strain GV3101 for generating *Arabidopsis* transgenic lines. The transformation of WT (Col-0) *Arabidopsis* plants was done using *Agrobacterium* strain harboring the confirmed construct via floral-dip method (Clough and Bent, 1998). Seeds obtained from transformed *Arabidopsis* plants were screened on MS medium supplemented with kanamycin. The PCR-positive transgenic lines were grown till homozygous stage for future analyses as described earlier (Jain et al., 2006b).

### Phenotypic and Stress Assays

To study the effect of *OsHOX24* transgene in *Arabidopsis*, phenotype of over-expression transgenic lines was compared with WT at different stages of plant development. To study the response of *Arabidopsis* transgenics under various abiotic stress conditions, seed germination assays were carried out as described earlier (Sharma et al., 2014). WT *Arabidopsis* and transgenic seeds were plated on MS medium without or with ABA (0.5, 1, and 5 μM) or NaCl (100, 200, and 300 mM), subjected to stratification (at 4°C) in dark for 2 days and seed germination [radical emergence after rupture of seed testa (Jain et al., 2006b; De Giorgi et al., 2015)] was recorded after 3 days of transfer to light. To assess the effect of desiccation stress, WT and 35S::*OsHOX24* transgenics (HZIP1-2.3 and HZIP1-8.2) were grown on MS medium supplemented without or with PEG6000 (-0.4 MPa) for 10 days. The root length and fresh weight of seedlings grown under control and desiccation stress conditions were measured. The relative average root length and fresh weight under desiccation stress condition were calculated as percentage of root length and fresh weight of seedlings under control condition.

Four-week-old mature plants were subjected to desiccation stress by withholding water for 3 weeks followed by 1-week recovery. WT and transgenic plants of same age served as experimental controls. Plant growth was monitored till seed maturation and phenotypes under control and desiccation stress followed by recovery phase were documented. To assess the effect of desiccation stress, chlorophyll content of leaves of transgenic and WT plants under desiccation and control conditions was estimated as described earlier (Sharma et al., 2014).

### Microarray Analysis

Total RNA was isolated from 10-day-old *Arabidopsis* seedlings (WT and 35S::*OsHOX24* transgenics) and quality control was performed as described earlier (Sharma et al., 2014). Microarray analysis for three independent biological replicates was conducted using Affymetrix GeneChip 3′ IVT kit (Affymetrix, Santa Clara, CA, USA) according to manufacturer’s instructions, as described earlier (Sharma et al., 2014). Microarray data has been submitted in the Gene Expression Omnibus database at NCBI under the series accession number GSE79188. GO enrichment was carried out using online GOEAST toolkit. The metabolic pathway analysis was carried out in AraCyc database as described previously (Sharma et al., 2014). Heatmaps were generated using MeV (version 4.9). Validation of microarray experiment for selected differentially expressed genes was carried out by real-time PCR analysis using gene-specific primers (**Supplementary Table S1**).

### Statistical Analysis

All the experiments were conducted in at least three biological replicates unless otherwise mentioned and SE was computed in each case. For the estimation of statistical significance, Student’s *t-*test was performed. The data points representing statistically significant differences between WT and transgenic lines or between control and stress conditions have been indicated.

## Results

### Sequence Analysis, Domain Organization, and DNA Binding

Two of the homeobox genes belonging to HD-ZIP I subfamily, *OsHOX22* and *OsHOX24*, which showed up-regulation under abiotic stresses in our previous study (Jain et al., 2008), were selected for further characterization and functional validation in this study. For *OsHOX24*, cDNA clone (AK063685) was obtained from National Institute of Agrobiological Sciences (NIAS). However, we observed ambiguity in the annotated sequence of *OsHOX22* at Rice Genome Annotation Project (RGAP) and corresponding cDNA clone (AK109177) sequence. The ORF length of *OsHOX22* in RGAP corresponded to 831 bp in contrast to NIAS cDNA clone, which corresponded to ORF length of 570 bp. Therefore, we amplified *OsHOX22* cDNA via reverse transcriptase-PCR (RT-PCR; from total RNA isolated from 3 h drought stress treated 7-day-old rice seedlings) and cloned in pGEMT-Easy vector. The sequencing results confirmed the annotated sequence reported in RGAP (LOC_Os04g45810).

The gene sequences of *OsHOX24* and *OsHOX22* were found to be of 1423 and 1347 bp lengths, respectively, harboring two exons interrupted by a single intron (phase 0) each (**Supplementary Figure S1A**). The ORFs of *OsHOX24* and *OsHOX22* comprised of 786 and 831 bp encoding 261 and 276 aa residues, respectively. The domain organization of OsHOX24 and OsHOX22 proteins revealed the presence of highly conserved HD and HALZ domains (**Supplementary Figure S1A**). A putative monopartite NLS was also detected within the HD region of both the homeobox proteins (**Supplementary Figure S1A**).

We identified several *cis*-regulatory elements in the promoter sequences (2 kb upstream) of *OsHOX24* and *OsHOX22* (**Supplementary Figure S2**). Many of these *cis*-regulatory motifs were found to be stress-responsive in nature, for example, ABA-responsive element (ABRE), C-repeat binding factor-dehydration responsive element (CBF-DRE), low temperature response element (LTRE), myeloblastosis element (MYB), MYB core element (MYBCORE), and myelocytomatosis element (MYC). These *cis*-regulatory elements have been reported to be vital for the regulation of stress-responsive genes in plants (Liu et al., 2014).

The availability of crystal structure of *Drosophila* Antennapedia HD protein–DNA complex (Protein Data Bank code 9ANT; Fraenkel and Pabo, 1998) enabled us to determine the three-dimensional structure of the HD of homeobox proteins by homology modeling (**Supplementary Figure S3**). The HD portions of OsHOX24 and OsHOX22 homeobox proteins exhibited 41–43% identity and showed more than 85% coverage of the template structure. The modeled HD structures of OsHOX24 and OsHOX22 were found to possess three alpha helices interconnected by loops (**Supplementary Figure S3**). By comparing the modeled HD structures of OsHOX24 and OsHOX22 with template, the residues forming nucleotide-binding site were identified (**Supplementary Figures S3A,C**). It was observed that HD of both the homeobox proteins were capable of binding with DNA on the major groove by forming hydrogen bonding via three amino acid residues, namely Arg4, Ile46, and Asn49 (**Supplementary Figures S3B,D**), conserved between the model and template. Ramachandran plot analysis showed the presence of 98 and 100% of the residues in the modeled HD structures of OsHOX24 and OsHOX22, respectively, lie in the favored regions.

### Homeobox Genes Were Highly Induced during Abiotic Stress Conditions at Different Stages of Development

We confirmed the differential expression of *OsHOX24* and *OsHOX22* via real-time PCR analysis in various developmental stages of rice (**Supplementary Figures S1B,C**); as reported previously (Jain et al., 2008). Further, we performed comprehensive expression profiling of these genes under abiotic stress conditions at different stages of rice development. *OsHOX24* and *OsHOX22* genes were highly up-regulated in rice seedlings subjected to desiccation, salinity, cold, and osmotic stress treatments for various durations (1, 3, 6, and 12 h), as revealed by real-time PCR analysis (**Figures 1A,B**). The transcript levels of *OsHOX24* and *OsHOX22* gradually increased with the duration of stress treatment in all the cases. The up-regulation of *OsHOX24* and *OsHOX22* was higher in the seedlings subjected to desiccation stress as compared to other stresses (**Figures 1A,B**). Notably, the transcript level of *OsHOX24* was much more elevated than *OsHOX22* under different stress conditions except cold stress (**Figures 1A,B**). For instance, after 12 h of desiccation stress, the accumulation of *OsHOX24* transcripts was about 10 times more than *OsHOX22* in the rice seedlings (**Figures 1A,B**).

**FIGURE 1:**
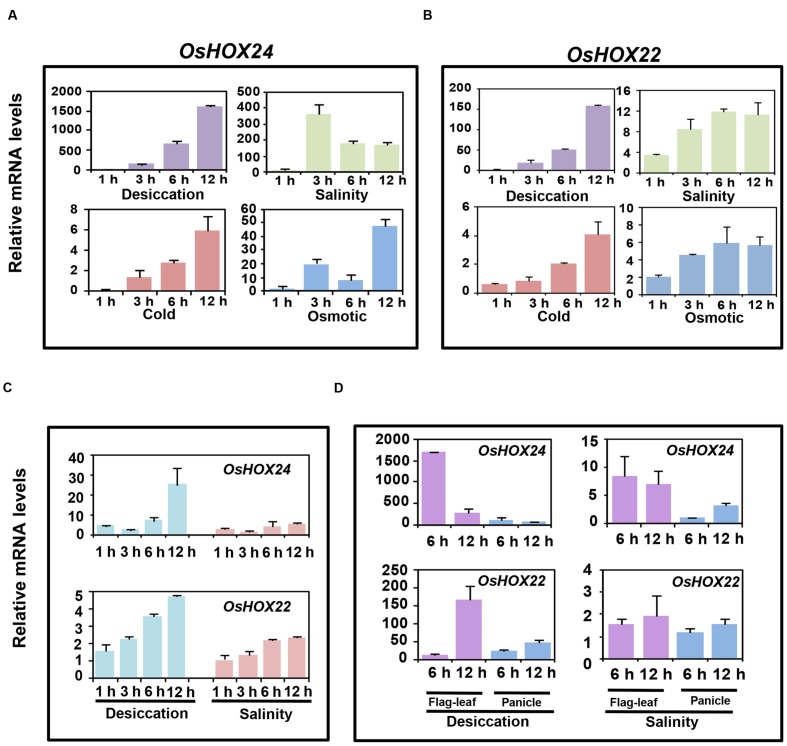
**Differential expression of homeobox genes under different abiotic stress conditions at various stages of development.** **(A,B)** Real-time PCR analysis of *OsHOX24* **(A)** and *OsHOX22* **(B)** using the total RNA isolated from 7-day-old seedlings subjected to desiccation, salinity, cold, and osmotic stresses. **(C)** Real-time PCR analysis of mature plants (5-week-old) subjected to desiccation and salinity stresses for 1, 3, 6, and 12 h time points. **(D)** Real-time PCR analysis of the total RNA isolated from flag-leaf and panicle of reproductive stage (4-month-old) plants which were subjected to desiccation and salinity stresses for 6 and 12 h time points. The mRNA levels of *OsHOX24* and *OsHOX22* genes under different stresses were calculated relative to the gene expression in control seedlings/tissues. Values are mean (*N* = 3) from three representative biological replicates. Error bars indicate SE.

Further, the transcript level of *OsHOX24* and *OsHOX22* was analyzed in 5-week-old mature plants, subjected to desiccation and salinity stresses for 1, 3, 6, and 12 h. Significant up-regulation of *OsHOX24* and *OsHOX22* was detected in the mature rice plants on exposure to stress and prolonged exposure led to further increase in their transcript levels (**Figure 1C**). The extent of up-regulation of homeobox genes due to desiccation stress was found to be slightly more as compared to salinity stress. Both the homeobox genes showed increase in transcript levels till 6 h under desiccation and salinity stresses. After extended period of desiccation stress (12 h), the transcript level of *OsHOX24* was found to be about five times more than *OsHOX22* (**Figure 1C**).

Next, we examined the expression profiles of homeobox genes in panicle and flag-leaf of 4-month-old (reproductive stage) rice plants, subjected to mock, desiccation and salinity stresses for 6 and 12 h. The analysis revealed up-regulation of *OsHOX24* and *OsHOX22* in both flag-leaf and panicle during desiccation stress (**Figure 1D**). It was also observed that the extent of up-regulation was more in flag-leaf than panicle during desiccation stress. The transcript levels of *OsHOX24* were induced in flag-leaf within 6 h of desiccation stress (**Figure 1D**). However, the enhanced transcript levels of *OsHOX22* were detected in flag-leaf only after 12 h of desiccation stress (**Figure 1D**). In case of salinity stress, the transcript level of *OsHOX24* was found to be up-regulated in both flag-leaf and panicle tissues (**Figure 1D**). However, even after 12 h of salinity stress, no significant up-regulation of *OsHOX22* could be detected in either of the tissues analyzed (**Figure 1D**).

### Differential Expression of Homeobox Genes in Response to Plant Hormones

To study the effect of plant hormones, the transcript profiling of homeobox genes was carried out in the rice seedlings subjected to various hormone treatments exogenously, including IAA, EBR, ABA, SA, ACC, BAP, and GA3. The transcript levels of *OsHOX24* and *OsHOX22* genes were found to be elevated under different hormone treatments (**Figure 2**). ABA treatment resulted in significant increase (30–80-fold) in the transcript levels of both *OsHOX24* and *OsHOX22*. The transcript level of *OsHOX24* was induced in the presence of IAA, EBR, SA, and ACC as well (**Figure 2A**), whereas, highest up-regulation of *OsHOX22* was found in the presence of SA followed by GA3 and IAA (**Figure 2B**). These results suggested that homeobox genes are involved in ABA or other hormone-signaling pathways in rice.

**FIGURE 2:**
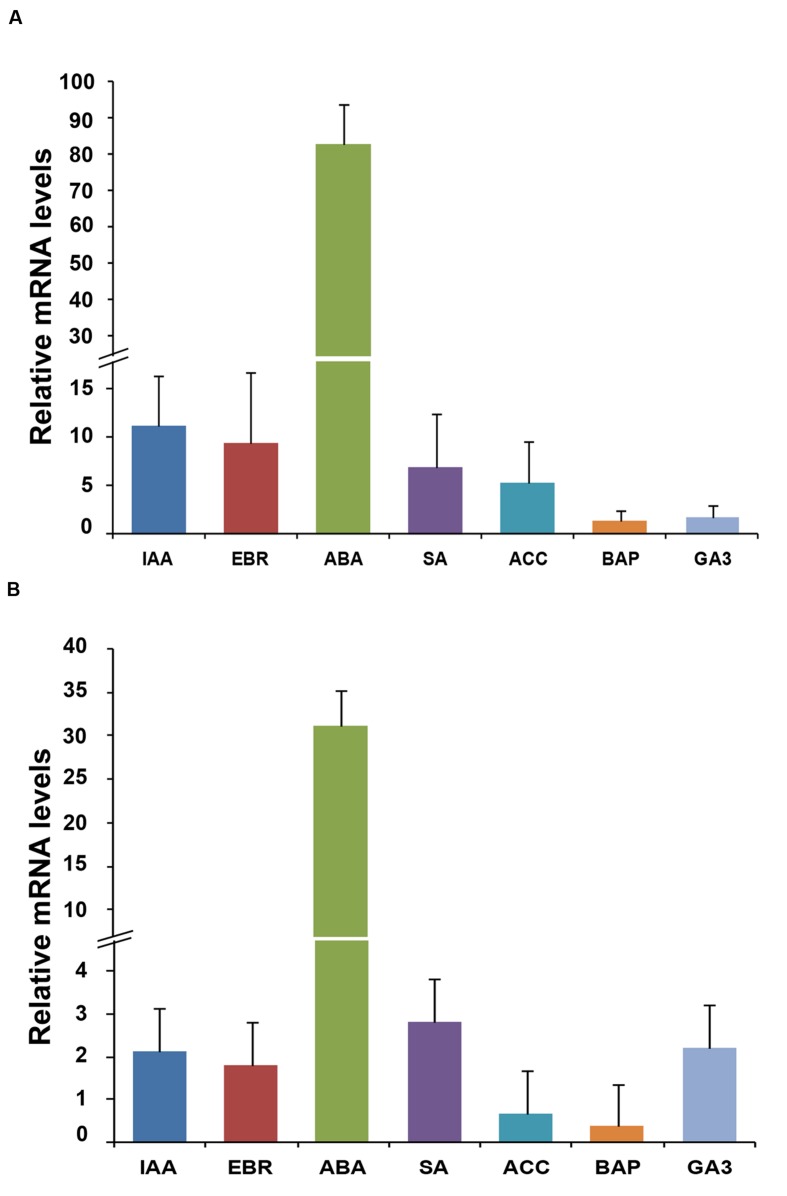
**Differential expression of homeobox genes during hormone treatments.** **(A,B)** Real-time PCR analysis of *OsHOX24* **(A)** and *OsHOX22* **(B)** using total RNA isolated from 7-day-old seedlings subjected to various hormone treatments for 3 h. The mRNA levels were calculated relative to the expression in mock-treated control seedlings (experimental control). IAA, (50 μM indole-3-acetic acid); EBR, (10 μM epibrassinolide); ABA, (100 μM abscisic acid); SA, (100 μM salicylic acid); ACC, (50 μM 1-aminocyclopropane-1-carboxylic acid); BAP, (50 μM benzyl aminopurine) and GA3 (50 μM gibberellic acid). Values are mean (*N* = 3) from three representative biological replicates. Error bars indicate SE.

### Recombinant Homeobox Proteins Are Nuclear-Localized

The amino acid sequence analysis of OsHOX24 and OsHOX22 proteins revealed the presence of a putative monopartite NLS within their HD. To confirm the subcellular localization, their complete ORFs were cloned in psGFPcs vector with N-terminal GFP fusion. The GFP-fused full-length homeobox proteins (GFP::OsHOX24 and GFP:: OsHOX22) were transiently expressed in onion epidermal cells. In case of empty vector (GFP alone), fluorescence was spread throughout the onion cell, whereas for full-length recombinant homeobox proteins, fluorescence was detected only in the nucleus, indicating the nuclear-localization of homeobox proteins (**Figure 3A**). Further, we deleted the C-terminal transactivation domain of homeobox proteins (165–261 aa for OsHOX24ΔC and 174–276 aa for OsHOX22ΔC) and performed subcellular localization studies in onion epidermal cells. The truncated recombinant proteins were also found to be localized in the nucleus (**Figure 3B**). The nuclear-localization of recombinant homeobox proteins was further confirmed by staining with nucleus-specific dye, DAPI.

**FIGURE 3:**
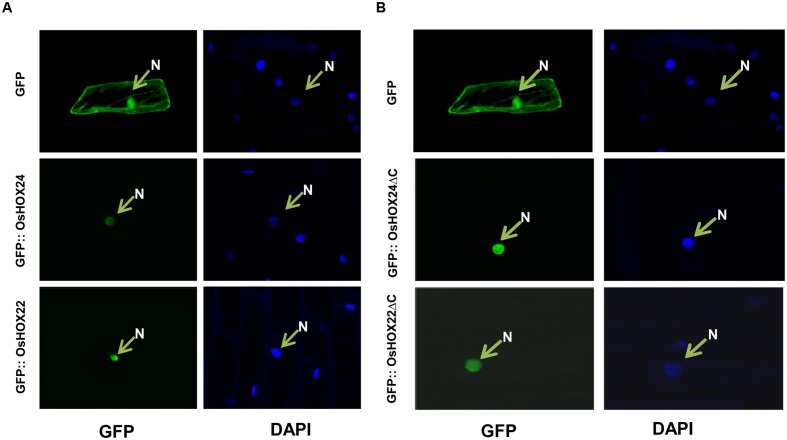
**Sub-cellular localization of full-length and truncated (ΔC) OsHOX proteins.** **(A,B)** Sub-cellular localization of full-length (GFP::OsHOX24 and GFP::OsHOX22) **(A)** and truncated (GFP::OsHOX24ΔC and GFP::OsHOX22ΔC) **(B)** fusion proteins in onion epidermal cells. Empty GFP vector was used as experimental control. The left panel shows GFP fluorescence followed by DAPI (nucleus (N)-specific dye) staining in the right panel for each construct and vector control.

### DNA Binding of Homeobox Proteins and Identification of Putative Targets

Earlier studies have demonstrated the specific binding of HD-ZIP I class members with 9 bp pseudopalindromic sequences, namely AH1 (CAAT(A/T)ATTG) and AH2 (CAAT(C/G)ATTG; Sessa et al., 1997; Palena et al., 1999; Meijer et al., 2000). We also studied the binding of purified homeobox proteins with tetrameric oligos, AH1 and AH2, via EMSA. OsHOX24 and OsHOX22 proteins were found to bind with biotinylated AH1 and AH2 tetrameric oligos (**Figure 4A**). The presence of multiple bands indicated that OsHOX24 could possibly associate with tetrameric oligos in monomeric or oligomeric forms. Similar patterns of protein–DNA binding could be detected using HEX-labeled oligos as well. Incorporation of 200-fold molar excess of unlabelled oligos as competitor abolished the DNA–protein binding for OsHOX22, whereas highly reduced concentration of DNA–protein complex was observed for OsHOX24 (**Figure 4B**). These results indicate that OsHOX24 possesses stronger binding affinity for these target motifs as compared to OsHOX22.

**FIGURE 4:**
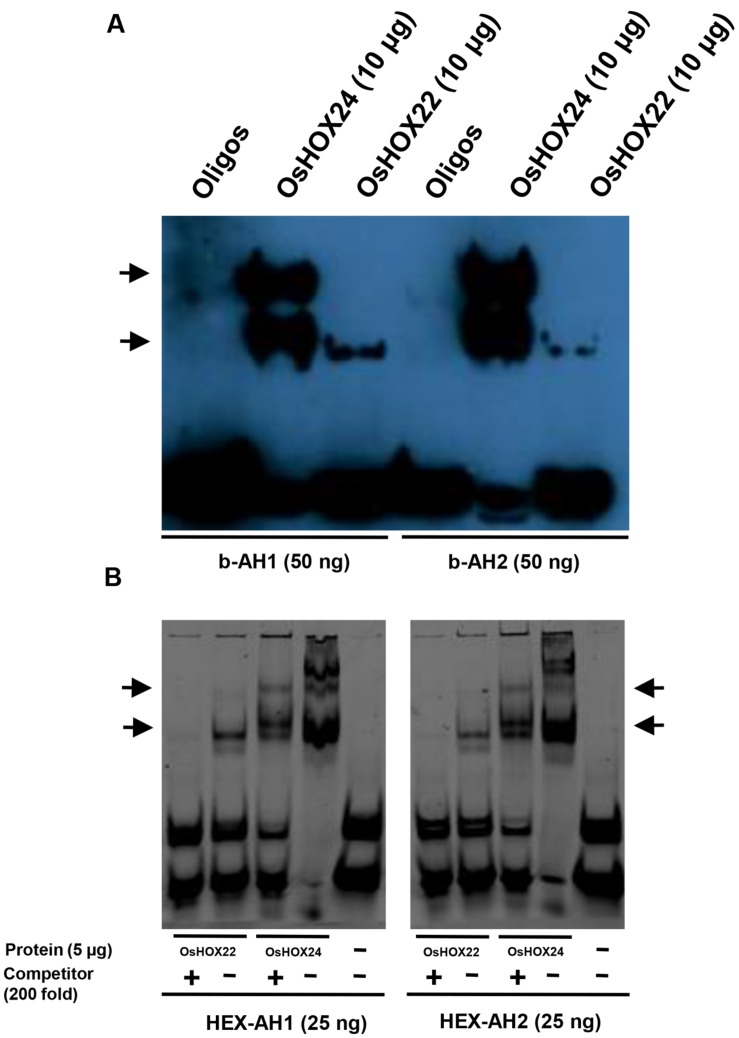
**Binding of homeobox TFs to specific DNA (AH1 and AH2) motifs.** **(A,B)** EMSA showing binding of biotinylated AH1 (b-AH1) and AH2 (b-AH2) tetrameric motifs with purified recombinant proteins, 6xHis::OsHOX24 and 6xHis::OsHOX22 **(A)** and binding of HEX-labeled AH1 and AH2 tetrameric motifs with purified recombinant proteins, 6xHis::OsHOX24 and 6xHis::OsHOX22 **(B)**. For binding reactions, 25–50 nM of annealed oligos were used along with 5–10 μg purified protein and samples were run on 6% native PAGE in 0.25X TBE buffer, followed by development of blot (biotinylated oligos) or direct visualization (HEX-labeled oligos). The arrows indicate the position of binding of recombinant protein with tetrameric motifs as detected by streptavidin-HRP conjugate. For EMSA experiment using HEX-labeled oligos, 200-fold excess of unlabelled oligos were used as competitor in a separate reaction.

The genes harboring AH1 and/or AH2 motifs in their promoters may represent the downstream targets of homeobox proteins. Therefore, we scanned 1 kb upstream regions of all rice protein coding genes (39,045) for the presence of AH1 and/or AH2 motifs. At least 809 rice genes possessing one or more of these target motifs in their promoter regions were identified. A larger number (539 genes) of rice genes harbored AH1 motif as compared to the AH2 motif (289 genes; **Supplementary Table S3**). We investigated the major functional categories represented among these genes via GO enrichment analysis. In biological process category, the genes involved in small molecule metabolic processes, lipid metabolic process, cellular response to stimulus, oxidation-reduction, hormone mediated signaling pathways and reproductive and anatomical structure developmental processes were found to be significantly enriched (**Supplementary Figure S4**).

### Homeobox Proteins Display Transactivation and Dimerization Properties

OsHOX24 and OsHOX22 proteins were found to be rich in acidic amino acids at the C-terminal region, which could possibly contribute to their transactivation property. Thus, we investigated the transcriptional activation property of these HD-ZIP I TFs in yeast. The complete ORFs and C-terminal deletion constructs (ΔC) of *OsHOX24* and *OsHOX22* were cloned in yeast expression vector containing DNA binding domain (**Figure 5A**). The colonies of transformed yeast cells grew uniformly on SD-Trp selection medium. The growth of yeast transformants on SD-Trp-His and SD-Trp-His-Ade selection media, even with increasing serial dilution, confirmed the transactivating nature of full-length homeobox proteins (**Figure 5B**). In contrast, yeast transformants harboring *OsHOX24*Δ*C* and *OsHOX22*Δ*C*, and empty bait vector control, did not grow in either of the selection media. This suggested that C-terminal region of full-length homeobox proteins was responsible for their transcriptional activation property, because these proteins could drive the expression of *HIS3* and *ADE2* reporter genes even in the absence of any interacting protein in yeast.

**FIGURE 5:**
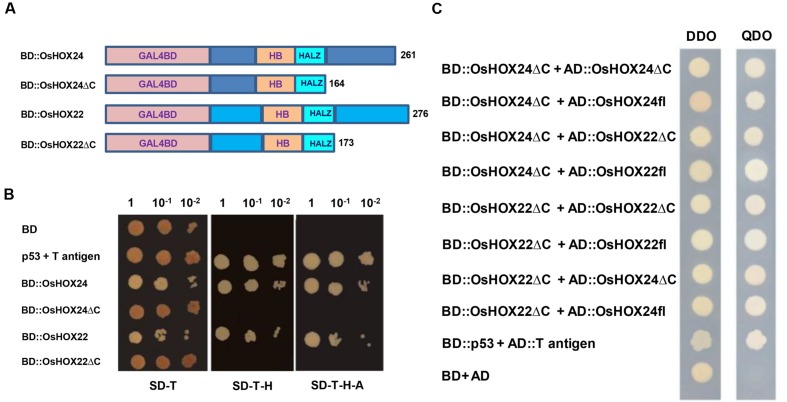
**Transactivation and dimerization properties of homeobox proteins.** **(A)** Schematic representation of full-length homeobox proteins (BD::OsHOX24 and BD::OsHOX22) and truncated (C-terminal acidic region removed) fusion constructs (BD::OsHOX24ΔC and BD::OsHOX22ΔC) used. **(B)** Transactivation assay of full-length and truncated (ΔC) homeobox proteins in yeast. The transformants grown on SD-Trp (SD-T, left) medium; SD-Trp-His medium (SD-T-H, middle) and SD-Trp-His-Ade (SD-T-H-A, right) medium are shown. **(C)** Dimerization assay of full-length (fl) and truncated (ΔC) homeobox proteins. The deletion constructs, BD::OsHOX24ΔC and BD::OsHOX22ΔC, were co-transformed with different combinations of full-length (AD::OsHOX24fl, AD::OsHOX22fl) and deletion constructs (AD::OsHOX24ΔC, AD::OsHOX22ΔC) of homeobox proteins in yeast, as indicated on left side panel. The transformants were grown on SD-Trp-Leu (DDO medium) and SD-Trp-Leu-His-Ade medium (QDO medium) for confirmation of interaction. pGBKT7-p53 + pGADT7-T antigen represents positive control. Empty pGBKT7 vector (BD) represents negative control for transactivation assay and pGBKT7 + pGADT7 represents negative control for dimerization assay.

Various homeobox proteins belonging to HD-ZIP class have been reported to form homodimers or heterodimers with other members (Meijer et al., 2000). This prompted us to investigate about the dimerization property of OsHOX24 and OsHOX22 in yeast. The complete ORFs of *OsHOX24* and *OsHOX22* and their C-terminal deletion constructs (*OsHOX24*Δ*C* and *OsHOX22*Δ*C*) were cloned in pGADT7 vector. The bait vector containing truncated version of homeobox proteins was co-transformed with prey vector harboring either full-length or truncated homeobox proteins in yeast. Several colonies were obtained on SD-Trp-Leu-His-Ade selection media for all the combinations of cotransformed bait and prey plasmid constructs, except for the negative control, indicating that the full-length and truncated versions of homeobox proteins can homodimerize and heterodimerize with each other (**Figure 5C**). These observations suggest that C-terminal region of these homeobox proteins may not be important for dimerization.

### Identification of Novel Interacting Proteins of Homeobox Proteins and their Gene Expression Profiling

The deletion constructs of homeobox genes (*OsHOX24*Δ*C* and *OsHOX22*Δ*C*) were used as baits to identify their interacting proteins. Numerous transformants were obtained after large-scale transformation of *OsHOX24*Δ*C* and *OsHOX22*Δ*C* bait plasmid DNAs and screened on SD media lacking leucine, tryptophan and histidine. Selected transformants were screened by colony PCR and further grown on TDO (SD-Trp-Leu-His) and QDO (SD-Trp-Leu-His-Ade) media supplemented with or without X-α-Gal or X-β-Gal for reconfirmation. The growth of putative clones and blue color development in colonies was observed on TDO and QDO selection media, which also indicated activation of reported genes (*Mel1* and *lacZ*). The sequencing of plasmid DNAs of selected confirmed clones resulted in the identification of interacting proteins of candidate homeobox TFs. At least nine and five proteins were identified as interacting proteins of OsHOX24 and OsHOX22, respectively. OsHOX24 was found to interact with protein fragments belonging to GRAM domain TF, expressed protein, high mobility group protein (HMG1/2), eukaryotic translation initiation factor I, DUF domain protein, endoplasmic reticulum (ER) lumen protein retaining receptor and enzymes like sucrose synthase and phenylalanine ammonia lyase (**Figure 6A**). OsHOX22 was found to interact with protein fragments belonging to an expressed protein, pentatricopeptide repeat protein, hypoxia-responsive family protein, universal stress protein domain containing protein and UDP-glucuronosyl and UDP-glucosyl transferase domain containing protein (**Figure 6B**).

**FIGURE 6:**
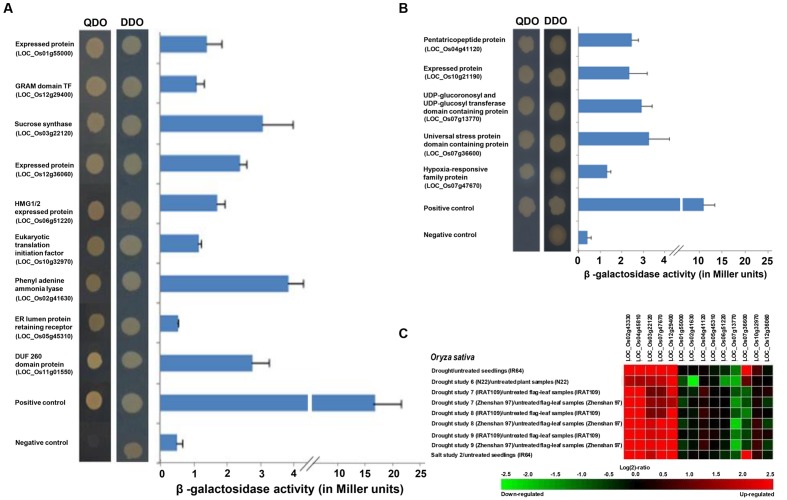
**Interacting proteins of homeobox TFs identified by yeast-two hybrid analysis and their gene expression profiling.** **(A,B)** The transformants in yeast strain were grown on SD-Trp-Leu (DDO medium) and SD-Trp-Leu-His-Ade medium (QDO medium) for confirmation of interaction of proteins with OsHOX24 **(A)** and OsHOX22 **(B)**. pGBKT7-p53 + pGADT7-T antigen represents positive control and pGBKT7-Lam + pGADT7-T antigen represents negative control. The graphical panels (right) represent quantitative β-galactosidase assay showing the *lacZ* reporter gene expression (β-galactosidase activity in Miller units) for interacting proteins of OsHOX24 **(A)** and OsHOX22 **(B)**. Ortho-nitrophenyl-β-D-galactoside (ONPG) was used as substrate for β-galactosidase assay. The putative function and locus identifier of the interacting proteins are given on the left side. **(C)** Heat-map showing gene expression profiles of *OsHOX24*, *OsHOX22*, and genes encoding for their interacting proteins during various abiotic stress conditions. The heat-map has been generated by Genevestigator (v.3) using the publicly available abiotic stress related microarray data. The color scale representing fold change (log_2_ ratio) is shown below the heat-map.

Further, the interacting proteins were examined for the activation of *lacZ* reporter gene via ONPG assay. We observed a considerable difference in the β-galactosidase activity of putative interacting proteins. Among the OsHOX24 interactors, phenylalanine ammonia lyase showed highest β-galactosidase activity followed by sucrose synthase, DUF domain protein, expressed protein, HMG1/2 expressed protein, GRAM domain TF and eukaryotic translation initiation factor I, whereas least β-galactosidase activity (almost comparable with negative control) was shown by ER lumen protein retaining receptor (**Figure 6A**). In case of OsHOX22 interactors, universal stress protein domain containing protein showed highest β-galactosidase activity followed by UDP-glucuronosyl and UDP-glucosyl transferase domain containing protein, pentatricopeptide protein, expressed protein and hypoxia-responsive family protein (**Figure 6B**).

The expression profiles of the genes encoding for interacting proteins of OsHOX24 and OsHOX22 under various abiotic stress conditions were analyzed using publicly available microarray data from Genevestigator, which comprised of expression profiling data in 7-day-old rice (IR64) seedlings subjected to 3 h of desiccation, salinity and cold stresses, in drought-tolerant rice seedlings (N22) under drought stress, and in flag-leaf tissues of two rice genotypes; IRAT109 (drought-resistant *japonica* cultivar) and Zhenshan 97 (ZS97; drought sensitive *indica* cultivar) under drought stress at reproductive stage of development. The transcript levels of most of these genes were found to be altered under atleast one or more of the abiotic stress conditions analyzed (**Figure 6C**). The genes encoding for sucrose synthase, hypoxia-responsive family protein and GRAM domain TF showed similar expression profiles as that of *OsHOX24* and *OsHOX22* under selected abiotic stress conditions analyzed in Genevestigator (**Figure 6C**).

### Generation of *OsHOX24* Over-expression Transgenic *Arabidopsis* Plants

The relatedness of *OsHOX22* and *OsHOX24* has been speculated to be a result of ancient chromosomal duplication (Agalou et al., 2008; Jain et al., 2008). Since these genes are expected to have redundant functions, we carried out functional characterization of *OsHOX24* in *Arabidopsis*. The complete ORF of *OsHOX24* was cloned in binary vector pBI121 and over-expressed under the control of CaMV 35S promoter in *Arabidopsis* (**Supplementary Figure S5A**). A total of 29 independently transformed kanamycin-resistant T1 transgenic plants for 35S::*OsHOX24* were obtained. Among them, a total of 19 T1 transgenic lines of 35S::*OsHOX24* were found to be PCR positive (**Supplementary Figure S5B**). Three transgenic lines (designated as HZIP1-2.3, HZIP1-6.2, and HZIP1-8.2), showing segregation ratio of nearly 3:1 were grown further to obtain homozygous seeds for physiological and molecular analysis. The real-time PCR analysis showed very high transcript levels of *OsHOX24* in homozygous transgenic lines, whereas it was not detectable in WT seedlings (**Figure 7A**). Among all 35S::*OsHOX24* homozygous transgenic lines, maximum expression was observed in HZIP1-6.2 line followed by HZIP1-8.2 (**Figure 7A**). There was no detectable difference in the phenotype and various growth parameters of *OsHOX24* transgenics as compared to WT at different developmental stages under normal growth conditions (**Supplementary Figures S6** and **S7**).

**FIGURE 7:**
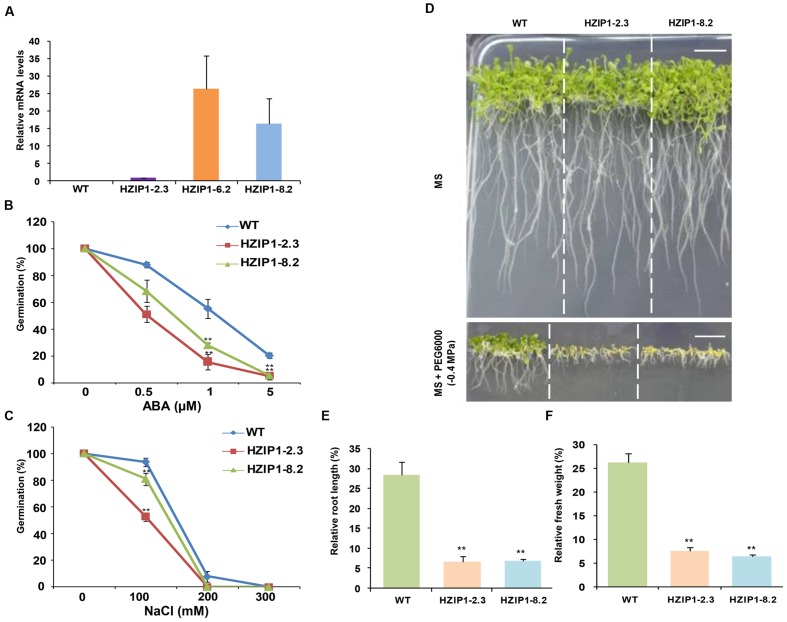
***Arabidopsis* transgenics (*35S::OsHOX24*) show higher sensitivity to abiotic stresses as compared to WT plants at seedling stage.** **(A)** Real-time PCR analysis of total RNA isolated from 12-day-old WT and homozygous *35S*::*OsHOX24* transgenic *Arabidopsis* seedlings (HZIP1-2.3, HZIP1-6.2, and HZIP1-8.2) under control conditions. The expression levels in transgenic lines were calculated relative to the transgenic line (HZIP1-2.3) exhibiting lowest transgene expression. Values are mean from three biological replicates. **(B,C)** Effect of ABA **(B)** and NaCl **(C)** on seed germination of WT and *35S::OsHOX24* (HZIP1-2.3 and HZIP1-8.2) *Arabidopsis* transgenic lines. The number of germinated seeds was expressed as the percentage of total number (40–60) of seeds plated. Values are mean from three independent experiments. **(D)** Phenotype of transgenic and WT *Arabidopsis* seedlings grown on MS media without and with PEG6000 at the seedling stage (scale bar = 1 cm). **(E,F)** Effect of PEG6000 (-0.4 MPa) treatment on root length **(E)** and fresh weight **(F)** of *35S::OsHOX24* transgenic lines as compared to WT *Arabidopsis* plants after 10 days of stress. Experiments were performed in three independent biological replicates. Values are mean (*N* = 12) from a single representative biological replicate. Error bars indicate SE. Bars marked with asterisk indicate statistically significant (^∗∗^*P*-value ≤ 0.001) difference between WT and transgenic lines.

### *Arabidopsis* Transgenics Show Greater Sensitivity to Abiotic Stresses

The effect of plant stress hormone, ABA, and salinity stress on 35S::*OsHOX24* (HZIP1-2.3 and HZIP1-8.2) transgenic lines and WT was assessed via seed germination assays. The percentage germination of transgenic lines was observed to be much lesser as compared to WT on MS medium supplemented with various concentrations of ABA (0.5, 1, and 5 μM) and NaCl (100, 200, and 300 mM). The effect of ABA was more severe on the seed germination and growth of transgenics as compared to WT. For instance, at 0.5 μM ABA, WT showed 87% seed germination, whereas transgenics showed 51–68% germination. In presence of 1 μM ABA, WT exhibited 55% seed germination in comparison to 15–28% seed germination in the transgenics. Seed germination in transgenic lines was further reduced to 5% at 5 μM ABA, whereas WT seeds displayed 20% germination (**Figure 7B**). A greater extent of susceptibility in transgenics was observed as compared to WT under salinity stress too. The WT seedlings were relatively healthier and showed 93% germination, whereas the transgenic lines exhibited 52–80% germination at 100 mM NaCl. At 200 mM NaCl, 7% of WT seedlings germinated as compared to no germination of the transgenics (**Figure 7C**). Among the two 35S::*OsHOX24* lines, HZIP1-2.3 showed higher sensitivity to ABA and NaCl.

To evaluate the effect of desiccation stress on 35S::*OsHOX24* transgenic lines as compared to WT, relative fresh weight and root length of seedlings were estimated under desiccation stress (-0.4 MPa PEG6000) and control conditions. A significant difference in the phenotype of transgenics and WT seedlings was observed under desiccation stress (**Figure 7D**). The transgenic lines exhibited 5–6% of relative root length under desiccation stress (PEG) in comparison to 28% in WT (**Figure 7E**). Similarly, transgenic lines had significantly lesser fresh weight as compared to WT in the presence of PEG. Notably, transgenics lines exhibited only 3–7% of relative fresh weight under desiccation stress in comparison to WT, which showed 26% of relative fresh weight (**Figure 7F**). Four-week-old transgenic lines of 35S::*OsHOX24* subjected to water-deficit stress wilted at a faster rate than WT (**Figures 8A,B**). The extent of chlorosis was more prominent in the rosette leaves of transgenics as compared to WT (**Figure 8C**). Overall, these observations indicated that 35S::*OsHOX24* transgenics are more susceptible to water-deficit stress as compared to WT at mature stage too. We observed slightly greater susceptibility of HZIP1-2.3 line as compared to HZIP1-8.2 line during seed germination under ABA and salinity stress treatments. However, HZIP1-8.2 line exhibited significantly lesser sensitivity toward water-deficit stress as compared to HZIP1-2.3 line. The variation in the extent of susceptibility between the two transgenic lines may be attributed to the developmental stage and/or stress-type.

**FIGURE 8:**
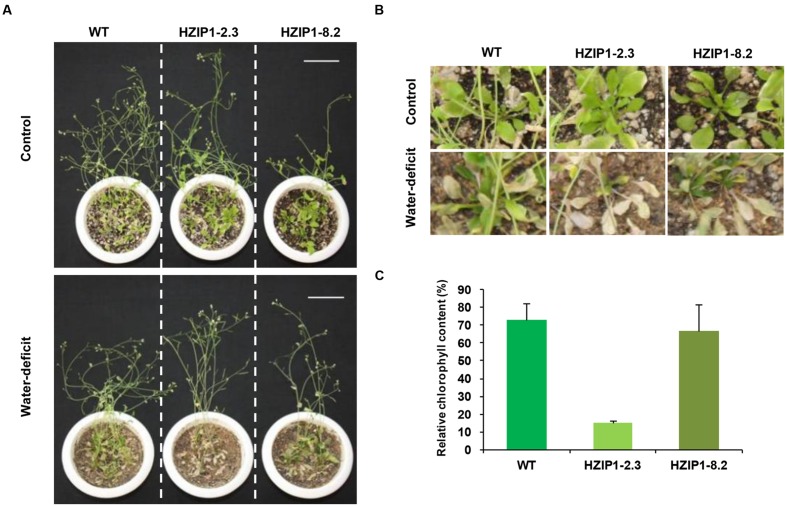
**Mature *35S::OsHOX24 Arabidopsis* transgenics are susceptible to water-deficit stress.** **(A)** Phenotype of *35S*::*OsHOX24* transgenics (HZIP1-2.3 and HZIP1-8.2) and WT *Arabidopsis* plants at mature stage after 3 weeks of water-deficit stress followed by recovery is shown (scale bar = 5 cm). **(B)** Effect of water-deficit stress on rosette leaves and growth of *Arabidopsis* transgenic lines as compared to WT [Enlarged image of **A**]. **(C)** The relative chlorophyll content in rosette leaves of plants under water-deficit condition was expressed as percentage of chlorophyll content in leaves of plant under control conditions. The experiments were performed in at least three independent biological replicates. Values shown are mean (*N* = 3) from a single biological replicate. Error bars indicate SE.

### Global Gene Expression Profiling of *OsHOX24 Arabidopsis* Transgenics

To examine the effect of *OsHOX24* over-expression on global gene expression, HZIP1-2.3 transgenic line (exhibiting relatively higher susceptibility to various abiotic stresses) was chosen for microarray analysis. 

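Total RNA of 10-day-old Arabidopsis seedlings was profiled on Affymetrix GeneChip arrays, with 3 arrays of WT and 3 arrays of the 35S::OsHOX24 line HZIP1-2.3, each group being 3 independent biological replicates according to the paper. The sample labels name the genotype, and the line name is taken from the paper. The authors computed the signals with MAS5, which reads a probe set against its mismatch probes and scales each array, and deposited them on the log2 scale. The 2% trimmed mean of the linear signals was 500.05 to 500.06 in every array, and the array medians were 7.25 to 7.42 (log2). Between 163 and 512 probe sets per array were listed at 0. From these values, the groups were compared with limma over 22746 probe sets after leaving out 64 control probe sets, with no further normalization and no filter on low signals. Names were available for 13513 probe sets with a single gene, whereas 503 had several genes and 8730 were not named here; 13286 genes had a probe set of their own. Correlations over all probe sets were 0.928 to 0.939 between WT arrays, 0.937 to 0.947 between 35S::OsHOX24 arrays and 0.929 to 0.955 between arrays of different genotype. The 3' minus 5' difference of the GAPDH control, a measure of RNA integrity in which a larger value means fewer 5' ends, ranged from 1.63 to 4.80 (log2) in WT and from 2.39 to 3.63 in 35S::OsHOX24. Over all arrays, the difference was 5.37 to 6.84 for the actin control and 2.76 to 3.67 for the ubiquitin control. The 5' signal was thus below the 3' signal for each of these controls in every array. The poly-A spike-in controls had a mean of 9.42 (log2) in replicate 3 of 35S::OsHOX24 and of 10.88 to 11.65 in the other arrays. The number of arrays limits the precision of every difference.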

A total of 292 genes (112 up-regulated and 180 down-regulated) were found to be significantly (at least twofold, *P* ≤ 0.05) differentially regulated in the transgenic line as compared to WT (**Supplementary Figure S8**; **Supplementary Table S4**). 

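Among genes with a signal above the median of all probe sets in one genotype and no overlap between the 3 WT and the 3 transgenic arrays, the largest falls at the thresholds of at least 2-fold and unadjusted p of at most 0.05 included psbH, a photosystem II subunit encoded in the plastid, STZ (AT1G27730), a salt-responsive zinc finger protein, CHI (AT2G43570), a chitinase, and AT5G09570, a protein with a CHCH domain. The signal of psbH was 11.98 ± 0.49 (log2, SD, n = 3) in WT and 9.72 ± 0.37 (SD, n = 3) in 35S::OsHOX24, which is 4.78-fold lower. Plastid transcripts such as those of psbH and atpA carry few poly-A tails, so uneven capture by oligo-dT priming is a candidate explanation. Uneven capture would also spread the arrays within a genotype. Both SDs of psbH were below the median SD of plastid genes, 0.59 (log2), so an effect of the genotype on psbH stays open. AT5G09570 was 8.90 ± 0.35 (SD, n = 3) in WT and 7.27 ± 0.15 (SD, n = 3) in the transgenic line. CHI was 2.92-fold lower, and lost its place past the thresholds without WT replicate 1 or 2 or 35S::OsHOX24 replicate 1 or 2. The other falls among the 10 largest were AT2G41730 (4.27-fold), AT3G18250 (3.17-fold), AT2G28400 (2.88-fold), the glutaredoxin gene AT2G47880 (2.79-fold), AT1G67860 (2.78-fold) and AT5G38900 (2.63-fold). The remaining falls that met these conditions are not named. AT2G41730 was read by a probe set marked as cross-hybridizing. AT2G41730 lost its call without 35S::OsHOX24 replicate 1, AT2G28400 without WT replicate 2 or 35S::OsHOX24 replicate 1 or 3, and AT2G47880 without WT replicate 1 or 35S::OsHOX24 replicate 2 or 3. Fewer genes met these conditions among the rises, 7 against 14 among the falls. AT5G55790 rose from 5.46 ± 0.42 (log2, SD, n = 3) to 7.44 ± 0.12 (SD, n = 3), and AT5G18460, AT5G06190 and CP5 (AT1G64720) were 2.34-fold, 2.29-fold and 2.08-fold higher. CP5 lost its call with array weights (log2 difference 0.91) and without WT replicate 2 or 35S::OsHOX24 replicate 2 or 3. The largest rise was that of the plastid gene atpA, an ATP synthase subunit, at 12.0-fold, with an SD of 2.27 between the transgenic arrays; its call was lost without replicate 1 of either genotype. Without these arrays, CHI, AT2G41730, AT2G28400, AT2G47880 and atpA stayed at least 2-fold different while the unadjusted p rose above 0.05, whereas CP5 fell under 2-fold. Without replicate 1 of both genotypes, an alternative chosen after seeing the data, STZ, CHI, AT2G41730, AT2G28400, AT5G38900 and atpA were not past the thresholds.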

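In total, 208 probe sets were higher and 367 lower in 35S::OsHOX24 at these thresholds with limma, so 36.2% were higher, or 46.6% after quantile normalization. Counted as genes with a probe set of their own, 152 were higher and 231 lower. Of the 575 probe sets past the thresholds, 468 had no overlap between genotypes. Over all probe sets, 7.2% had no overlap, where 10% would be expected by chance. With the methods' t-test at the same thresholds, 112 probe sets were higher and 180 lower, and 279 of these 292 had a mean signal below the median. No probe set passed an adjusted p of 0.05 with limma (lowest adjusted p = 0.214) or with the methods' t-test, and 785 of the 22746 had an unadjusted p under 0.05 with limma and 798 with the methods' t-test, where 1137 would be expected by chance. With log2(signal + 16), which damps differences between low signals, the limma counts were 29 higher and 85 lower, and over probe sets above the 40th percentile of signal 17 and 40. AT2G41730, AT2G28400, AT2G47880 and atpA were not past the thresholds with the methods' t-test.

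**Figure D1:**
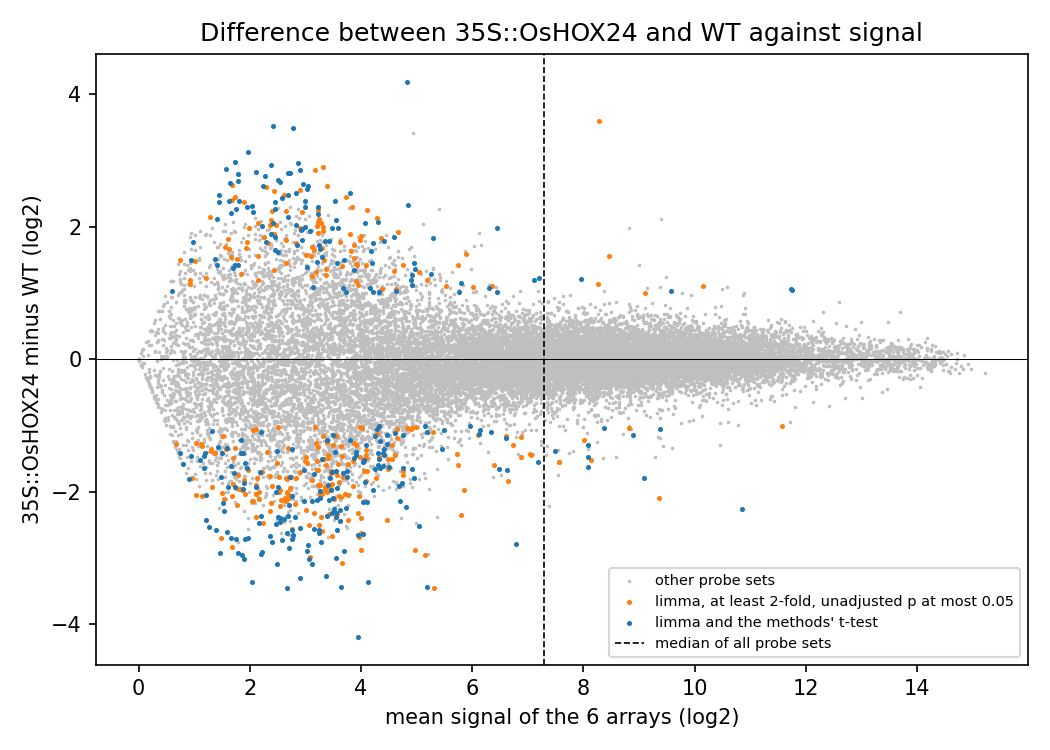
Difference between 35S::OsHOX24 and WT (log2, vertical axis) against the mean signal of the 6 arrays (log2, horizontal axis), with 1 point per probe set. Orange and blue points are at least 2-fold different with an unadjusted p of at most 0.05 from limma, blue points also with the methods' t-test, and the dashed line is the median of all probe sets, 7.29; 550 of the 575 coloured points lie to its left.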

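Of a list of 35 stress-inducible transcription factor genes written before the data were examined, 5 could be named on the array, and all 5 had lower values in 35S::OsHOX24 than in WT. STZ, also known as ZAT10, had the largest difference, with a log2 difference of -1.79 (standard error 0.41). For WRKY53, WRKY6 and the zinc finger gene AT2G28200 the log2 differences were -0.76, -0.70 and -0.49, and none of these was past the study's thresholds. None of the 5 passed an adjusted p of 0.05 over all genes with limma, and STZ was lower when adjusted over the list alone. As a group, the list was lower with limma's camera (adjusted p = 0.0123 over 12 lists), but not with an estimated correlation between genes (adjusted p = 0.129). The camera call was also lost without WT replicate 1 (adjusted p = 0.0837), WT replicate 2 (0.0607) or 35S::OsHOX24 replicate 2 (0.0731). STZ is a gene the study picked from these arrays, so the list is not independent evidence of its direction.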

About 8% of the differentially expressed genes belonged to TF category (**Figure 9A**) and many of them were well known to be stress-responsive. In addition, pathway analysis depicted the involvement of differentially expressed genes in diverse metabolic pathways and developmental processes, such as hormone biosynthesis, secondary metabolite biosynthesis, electron carrier biosynthesis, amino acid, and fatty acid degradation pathways (**Figure 9B**).

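Of lists of hormone and secondary metabolite synthesis genes, few members could be named on the array: 3 of 23 for auxin, camalexin and indole glucosinolates, 2 of 13 for aliphatic glucosinolates and 3 of 16 for flavonoids and anthocyanins. None of these members was past the study's thresholds, and the other members were not analysed here. The auxin synthesis genes YUC2, YUC4 and YUC6 had log2 differences between 35S::OsHOX24 and WT of -0.32, -0.58 and 0.18. Of the flavonoid and anthocyanin genes, UF3GT had a log2 difference of 1.05, DFR, which encodes dihydroflavonol reductase, of -0.49 and AT4G14090 of -0.22. UF3GT differed by 1.55 (SD) between WT arrays alone. BCAT4, which acts in the synthesis of methionine-derived glucosinolates, had a log2 difference of 0.07, and AT2G31790 of 0.15. Of 23 listed genes of fatty acid degradation and the glyoxylate cycle, 3 could be named. In fatty acid degradation, AIM1 and the triacylglycerol lipase gene SDP1 had log2 differences of 0.23 and -0.23. The other named member, ICL of the glyoxylate cycle, had a log2 difference of 4.18 and is described below. Leaving ICL aside, none of these 10 genes passed an adjusted p of 0.05 with limma, either over all genes or adjusted over the list alone. With camera, the adjusted p was 0.747 for the 3 YUC genes and 0.982 for the 3 flavonoid genes, whose median (-0.22) and mean (0.11) differ in sign. Without replicate 1 of both genotypes, an alternative chosen after seeing the data, the flavonoid genes were past the threshold (adjusted p = 0.0108), and over the other alternatives they were not. The lists of tyrosine degradation and of ethylene synthesis were not analysed here.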

**FIGURE 9:**
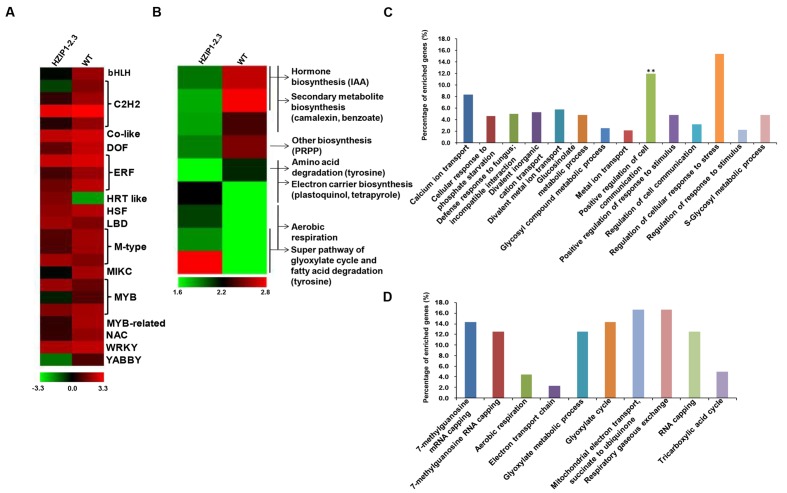
**Differential gene expression in *35S*::*OsHOX24* transgenic plants.** **(A,B)** Heatmaps representing expression profiles of all the differentially expressed TFs **(A)** and genes involved in diverse metabolic pathways **(B)** in the transgenic line as compared to WT are shown. The color scale representing average log signal values is shown at the bottom. **(C,D)** GO (biological process) enrichment in differentially expressed genes in the transgenics. Significantly enriched GO terms (*P-*value ≤ 0.05) in biological process category among down-regulated **(C)** and up-regulated **(D)** genes are shown. The bar marked with asterisk indicate terms with high statistical significance (*^∗∗^P*-value ≤ 0.001).

Gene Ontology enrichment analysis revealed the differential regulation of genes involved in several biological processes in the transgenic line. The biological process GO terms, such as regulation of cellular response to stress and positive regulation of cell communication, showed highest representation among the down-regulated genes (**Figure 9C**), whereas mitochondrial electron transport, respiratory gaseous exchange, mRNA capping, and glyoxylate cycle were most represented GO terms among the up-regulated genes (**Figure 9D**). 

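Of 23 listed genes of the glyoxylate cycle and fatty acid degradation, 3 could be named, with ICL the only glyoxylate cycle gene among them. For succinate dehydrogenase and alternative oxidase these were 5 of 17, with no alternative oxidase gene, and for mRNA capping 3 of 3. The other members were not analysed here. Among the named genes, 1 of each list was at least 2-fold higher in 35S::OsHOX24 than in WT. ICL (AT3G21720) encodes isocitrate lyase of the glyoxylate cycle, and its signal was 2.74 ± 0.69 (log2, SD, n = 3) in WT and 6.93 ± 0.97 (SD, n = 3) in the transgenic line, a log2 difference of 4.18 (standard error 0.59). SDH1-2, a flavoprotein subunit of succinate dehydrogenase, was 1.27 ± 0.06 (log2, SD, n = 3) in WT and 3.64 ± 1.32 (SD, n = 3) in 35S::OsHOX24. The capping enzyme gene AT5G28210 was 1.16 ± 0.92 (log2, SD, n = 3) in WT and 3.85 ± 0.78 (SD, n = 3) in the transgenic line. All 3 genes had mean signals below the median of all probe sets in both genotypes. SDH1-2 and AT5G28210 lay in the lowest of 4 equal groups by signal, where the median SD within genotypes was 1.17 (log2). These 2 genes were not past the thresholds with log2(signal + 16), where their log2 differences were 0.73 and 0.75. ICL stayed past them there, with a log2 difference of 2.60, so the size of its difference depends on how low signals are treated. SDH1-2 was not past the thresholds without replicate 1 of both genotypes either (log2 difference 2.13). Other named members of the succinate dehydrogenase and capping lists gave smaller values. The succinate dehydrogenase genes SDH1-1, SDH2-1 and SDH2-2 had log2 differences of -0.05, -0.14 and 0.10, and the alternative dehydrogenase gene NDB2 of -0.58. SDH1-1 had a mean signal of 10.34 (log2) in WT and 10.29 in 35S::OsHOX24. The capping enzyme genes AT3G09100 and AT5G01290 had 0.85 and 0.08. With camera, the 3 capping genes were higher as a group (adjusted p = 0.00663, and adjusted p = 0.129 with an estimated correlation), and the 3 genes of the glyoxylate and fatty acid list were not past the threshold (adjusted p = 0.0671), nor were the 5 of the succinate dehydrogenase list (adjusted p = 0.747). The capping genes' call was also lost above the 40th percentile of signal (adjusted p = 0.145), but AT5G28210 is left out there. With fry, a different test that asks whether the genes of a list move one way and does not compare them with other genes, the adjusted p of the capping genes was 0.0649. The glyoxylate and fatty acid list was past camera's threshold with the variance trend (adjusted p = 0.0479), the replicate block (0.0275), without WT replicate 2 (0.0366) and without 35S::OsHOX24 replicate 2 (0.0316). Its adjusted p was 0.217 with an estimated correlation and 0.300 without 35S::OsHOX24 replicate 3. The highest value, 0.918, was that above the 40th percentile of signal, where ICL is left out. Adjusted over the list alone, ICL and AT5G28210 were higher, and no gene passed over all genes with limma. These lists follow terms that the study found on these arrays and are not independent evidence of their direction. Of 25 listed genes of the dehydration and ABA response, 4 could be named. The other members and the listed genes of ABA synthesis and signalling were not analysed here. LTI30, COR47, COR15B and COR15A had log2 differences of -0.37, -0.05, 0.16 and 0.07, and none was past the thresholds. The standard errors were 1.49 for COR15B and 1.74 for COR15A, and without 1 array at a time the log2 difference ranged from -0.90 to 1.58 for COR15B and from -1.06 to 1.83 for COR15A, the ends being without replicate 1 of 35S::OsHOX24 and of WT, so neither has a direction here. Of Fisher's exact tests of 12 lists in each direction, only the list of the study's real-time PCR genes was past an adjusted p of 0.05 with limma's calls; the study had picked these genes as down-regulated on the same arrays, so this test restates their selection.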

In the molecular function category, calcium-transporting ATPase activity, TF activity, binding, and several enzymatic activities were most significantly enriched among the down-regulated genes (**Supplementary Figure S9A**), whereas some vital enzymatic activity terms showed higher representation among the up-regulated genes (**Supplementary Figure S9B**).

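Among genes for calcium-binding proteins, the calmodulin-like gene CML37 (AT5G42380) was lower in 35S::OsHOX24, with a signal of 5.14 ± 0.46 (log2, SD, n = 3) in WT and 2.25 ± 1.40 (SD, n = 3) in the transgenic line. Both means are below the median of all probe sets, and the log2 difference of CML37 was -2.89, or -1.23 with log2(signal + 16). CML38 and AT1G76640, from the same list of 10 touch and calcium signalling genes, had log2 differences of -0.54 and -1.26 and were not past the study's thresholds. The means of AT1G76640 were also below the median, 2.53 (log2) in WT and 1.27 in 35S::OsHOX24, with an SD of 1.40 in WT. The 3 measured genes were lower as a group with camera (adjusted p = 0.0117, and adjusted p = 0.129 with an estimated correlation). CML37 was lower when adjusted over the list alone, and none of the 3 passed over all genes with limma. The group's call was lost without WT replicate 1 (adjusted p = 0.0816) or 35S::OsHOX24 replicate 2 (adjusted p = 0.0731). Calcium-transporting ATPases were not analysed here.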

Further, differential expression patterns of selected stress-inducible *Arabidopsis* genes, such as genes encoding VQ motif protein (*AT4G20000*), ribosomal binding protein L12 (*AT2G03130*), AP2 TF (*AT2G20880*), thioredoxin (*AT1G69880*), salt tolerance zinc finger (*AT1G27730*), and lipid binding protein (*AT5G59310*), were validated by real-time PCR analysis. The transcript profiling of these genes revealed their down-regulation in the transgenic line as compared to WT (**Supplementary Figure S10**), which was in good agreement with the microarray results.

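The array values of 3 of the 6 genes could be named, and each was lower in all 3 transgenic arrays than in all 3 WT arrays. AT4G20000, which encodes a VQ motif protein, had a signal of 5.92 ± 0.48 (log2, SD, n = 3) in WT and 3.69 ± 1.08 (SD, n = 3) in 35S::OsHOX24, a log2 difference of -2.23. AT2G03130, for a ribosomal protein L12, was 5.11 ± 0.14 (log2, SD, n = 3) in WT and 3.50 ± 0.35 (SD, n = 3) in the transgenic line, a log2 difference of -1.60. STZ had the highest signals of the 3 genes, 9.98 ± 0.47 (log2, SD, n = 3) in WT and 8.19 ± 0.62 (SD, n = 3) in 35S::OsHOX24, or 28.8% of WT. For each gene, a 2-sided exact permutation test gave p = 0.1, the smallest p that 3 arrays against 3 allow. None of the 3 passed over all genes with limma (adjusted p = 0.611 for AT2G03130), and all 3 were lower when adjusted over the list alone. Because the study chose these genes on the same arrays, they are not independent evidence of their direction. As a group, they were lower with camera (adjusted p = 1.48e-06, and adjusted p = 0.0820 with an estimated correlation). The mean signals of AT4G20000 and AT2G03130 were below the median of all probe sets in both genotypes. Without replicate 1 of both genotypes, an alternative chosen after seeing the data, 1 of the 3 genes stayed past the study's thresholds, whereas STZ and AT4G20000 had log2 differences of -1.49 and -1.79 and an unadjusted p above the threshold in the remaining 4 arrays. With log2(signal + 16), the log2 differences were -1.35 for AT4G20000 and -0.88 for AT2G03130, the latter under the 2-fold threshold. The genes AT2G20880, AT1G69880 and AT5G59310 and the reference gene PP2A were not analysed here.

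**Figure D2:**
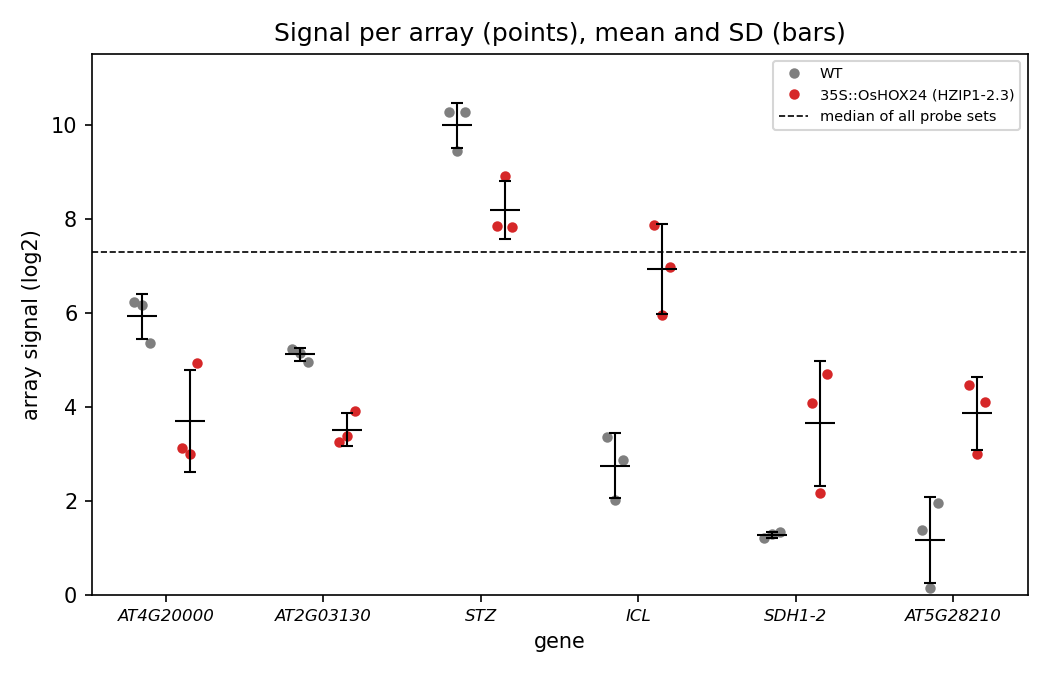
Signal per array (log2, vertical axis) of 3 genes of the study's real-time PCR, AT4G20000, AT2G03130 and STZ, and of 3 genes higher in 35S::OsHOX24, ICL, SDH1-2 and AT5G28210. Points are the 3 arrays of each genotype, horizontal marks and bars are means and SD, and the dashed line is the median of all probe sets, 7.29. No gene shows an overlap between genotypes, but all are past the study's thresholds with limma, where 468 of 575 probe sets have none.

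From the lower transcript levels of the 6 genes in real-time PCR (Supplementary Figure S10), the paper states that the real-time PCR results fit the microarray results well.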

## Discussion

Homeobox TFs are among the key regulators of plant development (Ariel et al., 2007). However, their role in abiotic stress responses in plants has been realized only in the past few years (Olsson et al., 2004; Luo et al., 2005; Agalou et al., 2008; Jain et al., 2008; Song et al., 2012). Earlier, we reported the differential expression of at least 37 homeobox genes under various abiotic stress conditions, many of which belong to the plant-specific HD-ZIP superclass (Jain et al., 2008). A few other studies have also reported differential regulation of HD-ZIP class homeobox genes under abiotic stress conditions (Gago et al., 2002; Olsson et al., 2004; Agalou et al., 2008; Bhattacharjee et al., 2015). About 64% of rice HD-ZIP I subfamily members were found to be abiotic stress-responsive (Jain et al., 2008).

The present study was focused on the molecular characterization and functional analysis of two candidate abiotic stress-responsive homeobox genes, *OsHOX24* and *OsHOX22*. These genes were found to be highly up-regulated under different abiotic stress conditions at various developmental stages in rice. In earlier studies, *OsHOX24* and *OsHOX22* were reported to be highly expressed under control and drought stress in panicle at the flowering stage of rice (Agalou et al., 2008; Jain et al., 2008), which is consistent with our observations. These results implicate *OsHOX24* and *OsHOX22* in abiotic stress responses at various developmental stages of rice. The role of major *cis*-regulatory elements, like DRE, ABRE, MYB recognition sequence (MYBR), NAC recognition sequence (NACRS), Heat shock element (HSE), and ZF-HD recognition sequence (ZFHDRS), etc. in abiotic stress responses have been investigated comprehensively (Stockinger et al., 1997; Hobo et al., 1999; Dezar et al., 2005; Liu et al., 2014). We found enrichment of numerous stress-responsive *cis*-regulatory elements, like ABRE, CBF-DRE, LTRE, and MYB elements in the promoters of *OsHOX24* and *OsHOX22*. The presence of these *cis*-regulatory elements in their promoter regions may contribute to their abiotic stress-responsiveness. Recently, the use of drought-responsive promoter of a rice HD-ZIP I gene, enriched in various stress-responsive *cis-*regulatory elements, was found to be beneficial for over-expression of specific stress-responsive genes without any detrimental effect on plant growth (Nakashima et al., 2014).

Various plant hormones play critical roles in abiotic stress responses (Wang et al., 2002; Horvath et al., 2007; Grant and Jones, 2009; Jain and Khurana, 2009; Tran et al., 2010; Fujita et al., 2011; Sharma et al., 2015). Several evidences have demonstrated the interrelation between plant hormones and homeobox TFs. *Arabidopsis ATHB7* and *ATHB12*, orthologs of *OsHOX24* and *OsHOX22*, respectively, were found to be highly induced on exogenous application of ABA, indicating their involvement in ABA-dependent pathways (Olsson et al., 2004). Recently, these TFs were found to actively participate in ABA signaling by controlling protein phosphatase 2C and ABA receptor gene activity (Valdés et al., 2012). The members of HD-ZIP superclass have also been reported to be involved in gibberellin and auxin signaling (Dai et al., 2008; Itoh et al., 2008; Sharma et al., 2015). We also observed the up-regulation of *OsHOX24* and *OsHOX22* by exogenous application of ABA, IAA, and SA. These results suggest the involvement of homeobox genes in ABA, IAA, or SA-dependent stress response pathways in rice. However, their exact role in various hormone signaling pathways remains to be elucidated.

Both OsHOX24 and OsHOX22 comprise of conserved HD and HALZ domains. The high degree of structural conservation in three-dimensional HD structures of OsHOX24 and OsHOX22 with antennapedia-HD DNA complex of *Drosophila* (Fraenkel and Pabo, 1998) suggested that they are likely to possess DNA binding property. Some reports have demonstrated DNA binding specificities of homeobox proteins with specific pseudopalindromic sequences *in vitro* (Sessa et al., 1997; Frank et al., 1998). Using specific recognition sites, namely AH1 and AH2, the binding specificities of HD-ZIP I TFs have been examined in rice and *Arabidopsis* (Meijer et al., 2000; Johannesson et al., 2001; Zhang et al., 2012). In this study, we also demonstrated the binding specificity of OsHOX24 and OsHOX22 proteins with AH1 and AH2 motifs. These observations imply that the binding specificities of homeobox proteins are conserved in different plants.

One of the possible modes of action of homeobox TFs in abiotic stress response may be via regulation of downstream target genes. However, limited information is available about their downstream target genes. A dehydrin gene, *CdeT6-19*, has been identified as potential target of *CpHB-7* (Deng et al., 2006). The genes involved in ethylene synthesis and signaling were found to be downstream targets of Hahb-4 (Manavella et al., 2006). A genome-wide scan identified at least 809 rice genes harboring AH1 and/or AH2 motifs in their promoter regions which might represent their putative downstream target genes. Many of these genes are involved in crucial biological and developmental processes. These results suggest that OsHOX24/OsHOX22 TFs may regulate the expression of downstream target genes involved in diverse biological processes to mediate abiotic stress responses.

Several studies have demonstrated the transactivation property in TFs, due to the presence of intrinsic activation domain (Lu et al., 2009; Tang et al., 2012; Yang et al., 2014). Particularly, carboxy-terminal region of AtHB1 was identified to be responsible for transcriptional activation property in yeast (Arce et al., 2011). Among rice HD-ZIP TFs, OsHOX1 and OsHOX3 exhibited transcriptional repression activity, whereas OsHOX4 and OsHOX5 were recognized as transcriptional activators (Meijer et al., 2000). We noted the presence of an activation domain in the C-terminal region of OsHOX24/OsHOX22 proteins, which imparted transactivating nature to these proteins. We found OsHOX24/OsHOX22 proteins to be localized in the nucleus, consistent with the presence of a NLS in their amino acid sequence and with earlier reports for other homeobox TFs to be nuclear-localized (Song et al., 2012; Zhang et al., 2012). Altogether, these evidences suggest that OsHOX24/OsHOX22 are nuclear-localized and can function as transcriptional activators.

The current knowledge about interacting proteins of homeobox TFs is limiting. We identified several proteins, including enzymes, receptor protein, expressed proteins, and a TF as putative interacting proteins of OsHOX24 and OsHOX22. Many of these putative interacting proteins were found to be abiotic stress-responsive. There are several instances, where interaction between two TFs has been found to crucially mediate abiotic stress responses in plants (Tran et al., 2007; Lee et al., 2010). We identified GRAM domain TF as putative interacting protein of OsHOX24. Interestingly, lower transcript levels of GRAM domain TF-gene was detected in ABA-sensitive *Osabf1* rice mutants (Amir Hossain et al., 2010). It is well established that sucrose metabolism is severely affected by environmental alterations, which leads to strong impact on plant development (Koch, 2004). Many genes including members of sucrose synthase family and a UDP-glucosyltransferase gene have been implicated in abiotic stress responses in plants (Gupta and Kaur, 2005; Hirose et al., 2008; Tognetti et al., 2010; Wang et al., 2015). Very recently, OsPAL4 (phenylalanine ammonia lyase) has been implicated in broad spectrum disease resistance (Tonnessen et al., 2015). In our investigation, sucrose synthase (SUS4) and phenylalanine lyase were identified as the interacting partners of OsHOX24, whereas UDP-glucuronosyl and UDP-glucosyl transferase domain containing protein was found to be interacting partner of OsHOX22 in yeast. A translation initiation factor has been reported to elicit abiotic stress tolerance in yeast and plants (Rausell et al., 2003). Interestingly, we too found eukaryotic translation initiation factor I to be an interactor of OsHOX24. This interaction may be crucial for regulation of translation initiation under abiotic stress conditions. Recently, a universal stress protein was found to accentuate drought tolerance in tomato (Loukehaich et al., 2012). We also identified an universal stress protein domain containing protein as one of the interacting proteins of OsHOX22. These observations indicated that homeobox TFs interact with other proteins to modulate abiotic stress responses.

The analysis of few mutant and transgenic lines of homeobox TFs has revealed their role in abiotic stress responses in plants (Olsson et al., 2004; Zhu et al., 2004; Luo et al., 2005; Yu et al., 2008; Zhang et al., 2012). Recently, the overlapping and explicit roles of *ATHB7* and *ATHB12* in modulating various aspects of plant development and responses to water-deficit stress have been delineated (Ré et al., 2014). In a previous study, rice BELL-type homeobox TF, *OsB1HD1*, has been reported to act as a negative regulator by suppressing the abiotic stress signaling cascade in over-expression tobacco transgenic lines (Luo et al., 2005). The role of *OsHOX22* has been deciphered in ABA-dependent abiotic stress responses, which was also found to act as negative regulator of drought and salt tolerance in rice (Zhang et al., 2012). We over-expressed *OsHOX24* in *Arabidopsis* to substantiate its role in abiotic stress responses, and analyzed drought and salinity stress responses of WT and transgenic plants at various developmental stages. These studies revealed higher susceptibility of transgenics as compared to WT under abiotic stress conditions. Several reports have implicated plant hormone ABA in abiotic stress responses (Cutler et al., 2010; Fujita et al., 2011). We observed enhanced sensitivity of *OsHOX24 Arabidopsis* transgenics under exogenous ABA treatment. Previous investigations have also demonstrated the ABA-inducible nature of HD-ZIP I family members in model plants and established their role in ABA signaling (Olsson et al., 2004; Valdés et al., 2012; Zhang et al., 2012). Overall, our results in conjunction with available reports suggest that *OsHOX24* and *OsHOX22* may act in an ABA-dependent abiotic stress response pathway.

Several genes were found to be differentially expressed in *OsHOX24 Arabidopsis* transgenics, which were related to secondary metabolite biosynthesis, electron carriers and IAA biosynthesis, and amino acid and fatty acid degradation pathways. The role of secondary metabolites, amino acids, fatty acids, and electron carriers are well known in plant stress adaptation (Ramakrishna and Ravishankar, 2011; El-kereamy et al., 2012; Anjum et al., 2015; Kapoor, 2015). Besides this, the crucial role of IAA in abiotic stress responses has also been proposed (Jain and Khurana, 2009; Sharma et al., 2015). Down-regulation of genes involved in biosynthesis of osmoprotectants or secondary metabolites, coupled with elevated transcript levels of genes involved in fatty acid degradation may be responsible for greater susceptibility of *Arabidopsis* transgenics to abiotic stresses. Several stress-responsive genes are known to be induced under various abiotic stress conditions in plants (Walley et al., 2007; Pitzschke et al., 2009; Kim et al., 2010). The down-regulation of these genes in the *Arabidopsis* transgenics can explain their higher susceptibility to various abiotic stresses to some extent.

## Conclusion

*OsHOX24* and *OsHOX22* were found to be differentially expressed under various abiotic stress conditions at different stages of rice development. We demonstrated that these nuclear-localized homeobox TFs possess transactivation and dimerization properties. We also identified novel interacting proteins of homeobox TFs and many of them are stress-responsive. We showed the binding ability of OsHOX22 and OsHOX24 with specific *cis*-regulatory elements and identified several putative downstream targets. The over-expression of *OsHOX24* imparted higher susceptibility to various abiotic stresses in the transgenic *Arabidopsis* plants as revealed by several physiological and molecular assays. Overall, our results highlight the role of OsHOX24 and OsHOX22 TFs in abiotic stress responses. In future, the generation and analysis of knock-out transgenic lines would be able to provide more insights about the role of these homeobox TFs in abiotic stress tolerance.

## Author Contributions

MJ conceived and supervised the whole study. AB performed all the experiments, analyzed the data and wrote the manuscript. MJ and JPK participated in data analysis and writing the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.dna.affrc.go.jp/PLACE/signalscan.html

2 http://mordred.bioc.cam.ac.uk/\tilderapper/rampage.php

3 https://genevestigator.com/gv/

# Supplementary material for: Characterization of Rice Homeobox Genes, OsHOX22 and OsHOX24, and Over-expression of OsHOX24 in Transgenic Arabidopsis Suggest Their Role in Abiotic Stress Response
**Source:** Front Plant Sci. 2016 May 10;7:627. doi: 10.3389/fpls.2016.00627
**Supplement:** Supplementary file 1

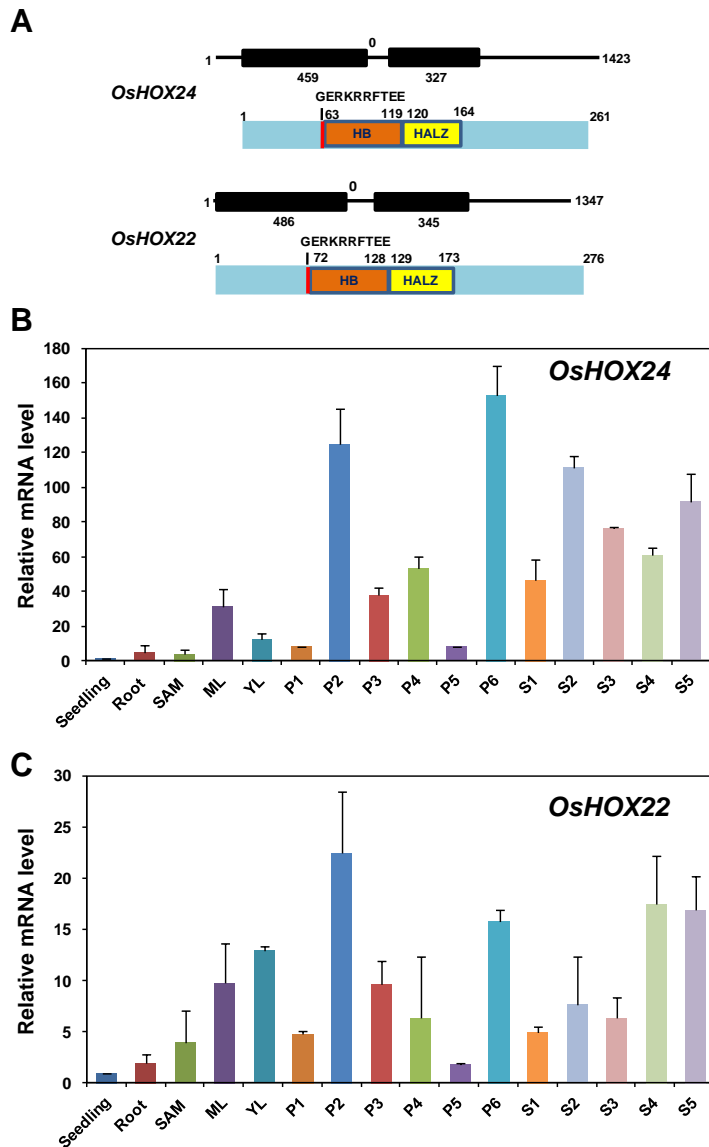

FIGURE S1 | Gene structure, domain organization and expression profiles of rice homeobox genes. (A) The upper panel shows exon-intron organization of *OsHOX24* and *OsHOX22* genes. Numbers above the vertical bars represent the phase 0 intron. The homeobox proteins contain a homeobox (HB) domain and a homeobox associated leucine zipper (HALZ) region as shown in lower panel. The amino acid sequence above the homeodomain signifies the nuclear localization signal. **(B, C)** The relative mRNA levels of *OsHOX24* **(B)** and *OsHOX22* **(C)** genes during various stages of development in rice as revealed by real-time PCR analysis. The mRNA levels for each gene in different tissue samples were calculated relative to its expression in the seedling. SAM, shoot apical meristem; ML, mature leaf; YL, Y leaf; P1 to P6, stages of panicle development (P1, 0-3 cm; P2, 3-5 cm; P3, 5-10 cm; P4, 10-15 cm; P5, 15-22 cm; P6, 22-30 cm); and S1 to S5, stages of seed development (S1, 0-2 DAP {Days after pollination}; S2, 3-4 DAP; S3, 5-10 DAP; S4, 11-20 DAP; S5, 21-29 DAP). Values are mean $\pm$ SE (N=2) from two representative biological replicates. Error bars indicate standard error.

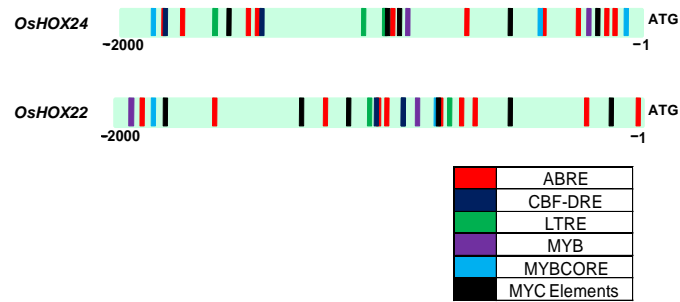

FIGURE S2 | Schematic representation of 2 kb promoter region of *OsHOX24* and *OsHOX22*. The *cis*-regulatory stress-responsive motifs present in the promoter regions of *OsHOX24* and *OsHOX22* are shown in different colors.

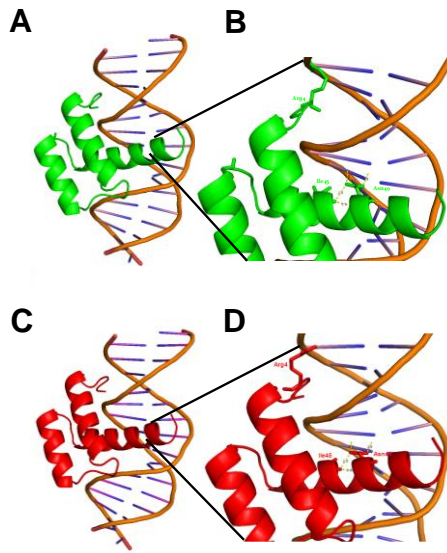

FIGURE S3 | Three-dimensional structure of homeodomains of OsHOX24 and OsHOX22 proteins and their binding with DNA. (A, C) Association of homeobox domain of OsHOX24 (A) and OsHOX22 (C) with DNA. (B, D) Hydrogen bonding between homeobox domain of OsHOX24 (B) and OsHOX22 (D) with major groove of DNA.

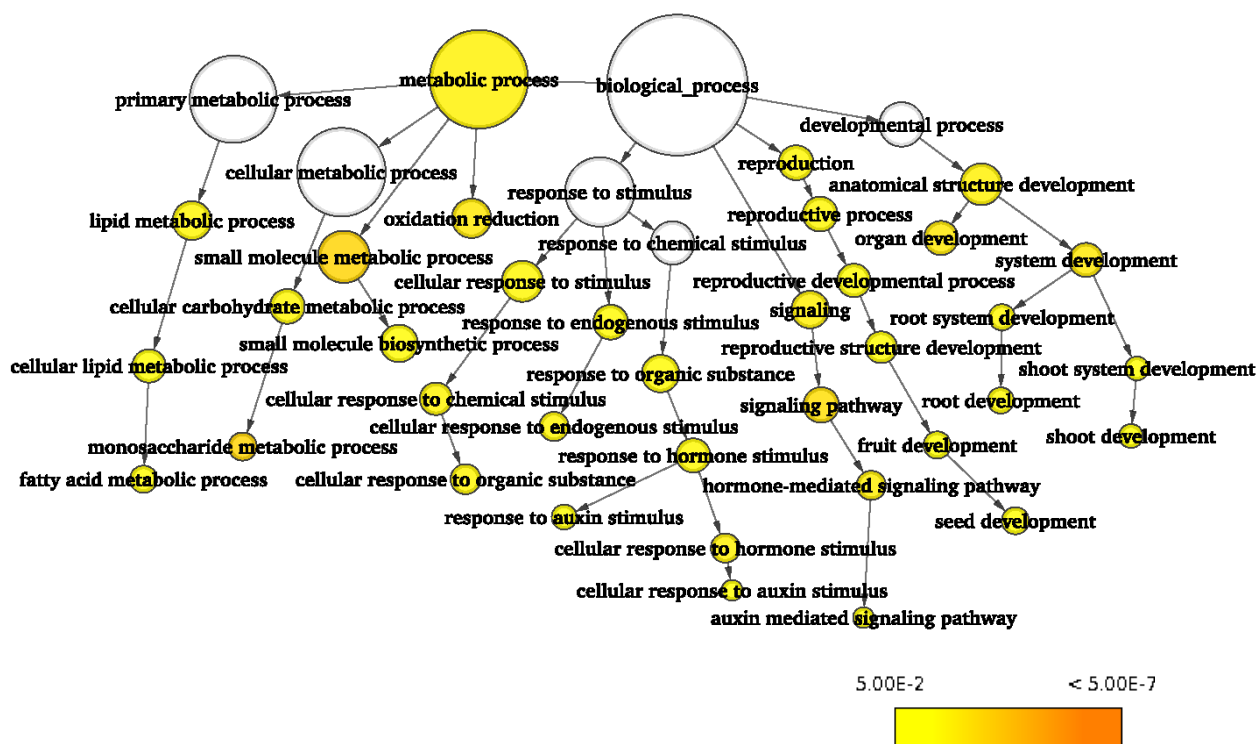

FIGURE S4 | Gene ontology (GO) terms found enriched among the rice genes harbouring AH1 and/or AH2 motifs in their 1 kb promoter region. GO terms in biological process category among rice genes (harbouring AH1 and/or AH2 motifs in 1 kb promoter region) were analyzed using BiNGO and the terms showing significant enrichment have been highlighted. Node size is proportional to the number of genes in each category and color shading is given according to the significance level (white-no significant difference; color scale, yellow-P-value = 0.05, orange-P-value < 0.0000005).

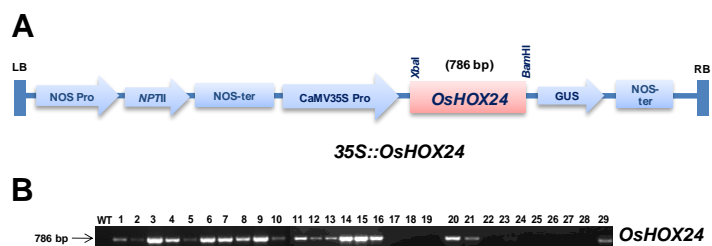

FIGURE S5 | Cloning of *OsHOX24* ORF in pBI121 binary vector and confirmation of *Arabidopsis* transgenics by PCR. (A) Schematic representation of over-expression construct of *OsHOX24* used for raising transgenics in *Arabidopsis*. (B) PCR confirmation of putative 35S::*OsHOX24* *Arabidopsis* transgenic plants. A total of 19 plants were found to be PCR positive from 29 kanamycin-positive plants obtained for *OsHOX24*.

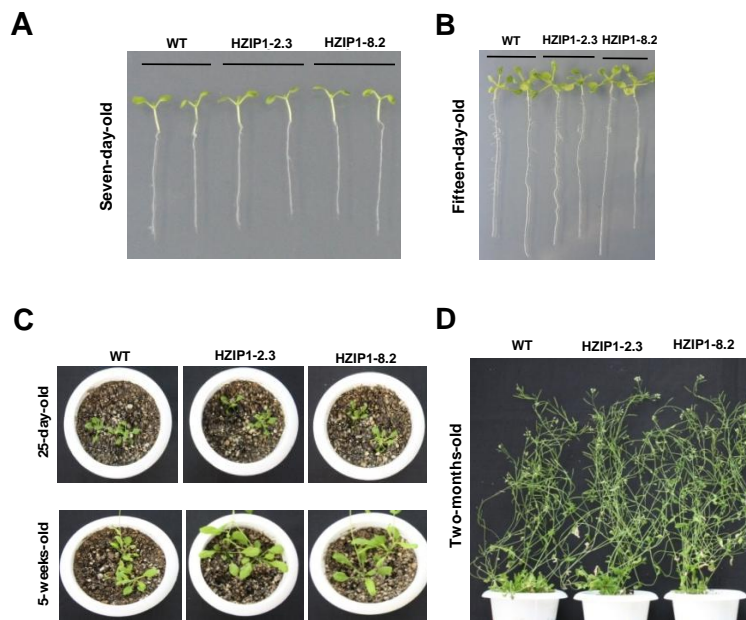

FIGURE S6 | Phenotype of *35S::OsHOX24* and WT *Arabidopsis* (Col-0) plants at different developmental stages. (A) Seven-day-old seedlings on MS agar, **(B)** Fifteen-day-old seedlings on MS agar, **(C)** Rosette at 25-day-old stage and five-week-old plants grown in soilrite, **(D)** Two-month-old mature plants with fully developed siliques.

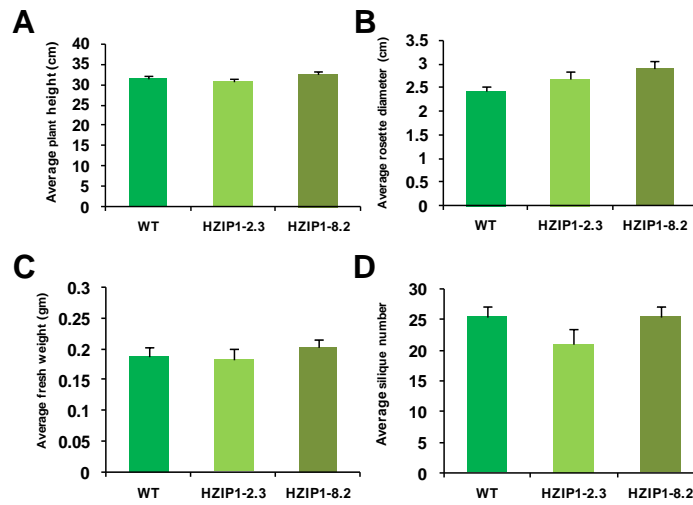

FIGURE S7 | Growth parameters of mature *35S::OsHOX24* and wild-type (WT) *Arabidopsis* plants under control conditions. Various growth parameters, like average plant height (A), rosette diameter (B), fresh weight (C) and silique number (D) of *35S::OsHOX24* transgenic lines (HZIP1-2.3 and HZIP1-8.2) and WT *Arabidopsis* plants after two months of growth have been represented. The measurement of growth parameters of WT and *35S::OsHOX24* *Arabidopsis* transgenics have been done in atleast three independent biological replicates. Values shown are mean $\pm$ SE from one representative biological replicate (N=20).

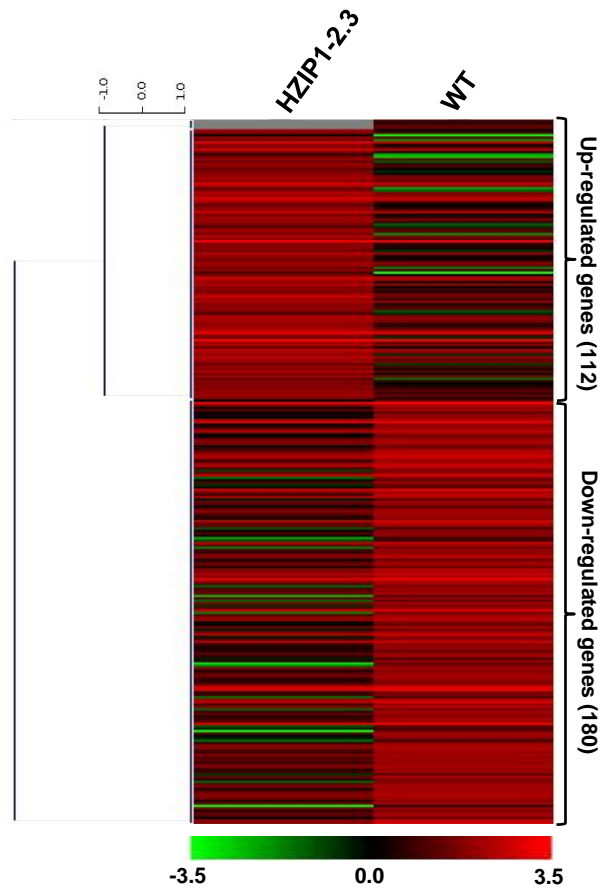

FIGURE S8 | Differential gene expression in 35S::*OsHOX24* transgenic line (HZIP1-2.3) as compared to wild-type (WT) *Arabidopsis*. Heatmap represents expression profile of 292 differentially expressed (112 upregulated and 180 downregulated) genes in the transgenic line as compared to WT. The color scale (representing average log signal values) is shown below the heatmap.

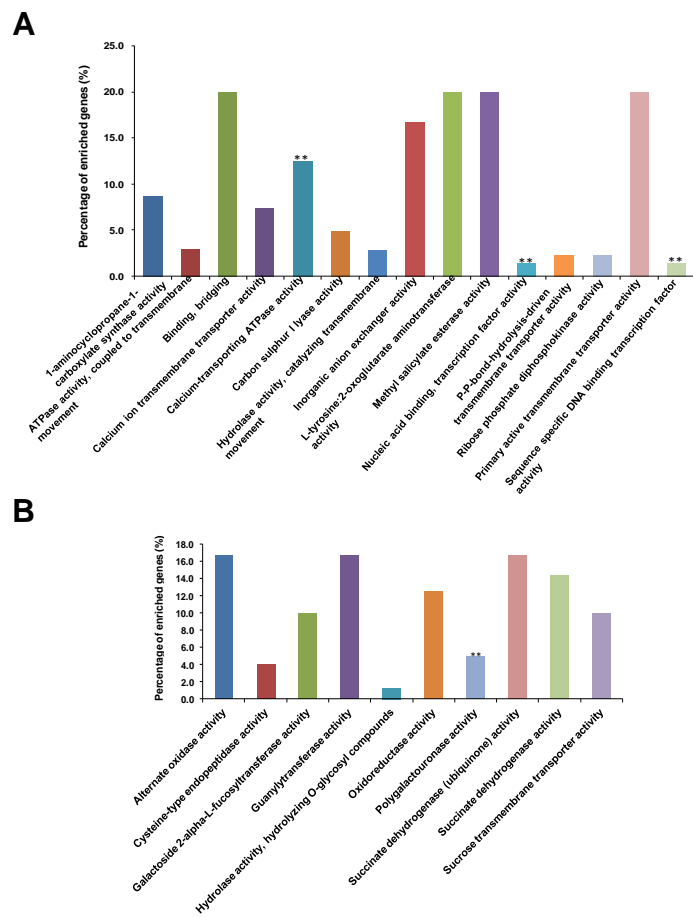

FIGURE S9 | Gene ontology (GO) (molecular function) enrichment in differentially expressed genes in 35S::OsHOX24 transgenic *Arabidopsis* seedlings. (A, B) Significantly enriched GO terms (P -value ≤ 0.05) found in molecular function category among downregulated **(A)** and upregulated **(B)** genes in the transgenic line as compared to wild-type. The bars marked with “***” asterisk indicate GO terms with high statistical significance (P -value ≤ 0.001).

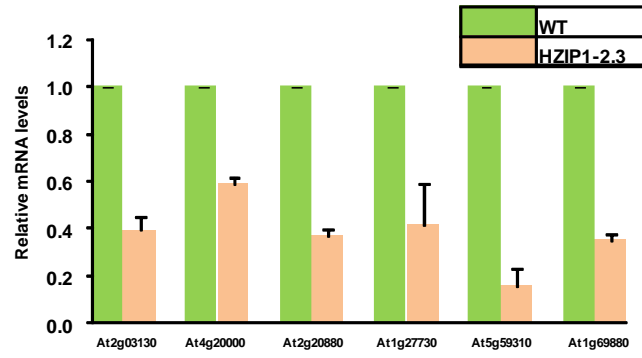

FIGURE S10 | Real-time PCR validation of microarray results. Expression profiles of selected *Arabidopsis* genes (from the microarray analysis results) in HZIP1-2.3 transgenic line as compared to wild-type plants under control conditions are shown.

How the deposited data were processed for this re-analysis (not part of the article)

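Transcript levels were measured in 10-day-old seedlings of WT and of the 35S::OsHOX24 line HZIP1-2.3, with 3 arrays per genotype, all of them mapped to a genotype from the sample labels. The authors made the values with MAS5 (version not given in the sources used here) and deposited 1 table of log2 signals; the linear signals have a 2% trimmed mean of 500.05 to 500.06 in every array, so the deposited log2 values already include a scaling of each array. Values listed at 0 stand for the lowest signals and numbered 163 to 512 per array. The paper names Student's t-test for all its experiments, and its text does not name a correction for multiple testing of the arrays or a filter on low signals.

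From the deposited log2 values, 22746 probe sets were tested after leaving out 64 control probe sets, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no variance trend, no covariate) and Benjamini-Hochberg adjustment. Counts were taken at an adjusted p under 0.05 and at the study's thresholds of at least 2-fold and unadjusted p of at most 0.05. The methods' t-test was run on the same values. Exact permutation tests were 2-sided. Limma's camera used a preset correlation of 0.01 over genes, and was repeated with an estimated correlation. Limma's fry was run as a separate test of whether a list's genes move one way, without comparing them with other genes. Fisher's exact test compared list members with all genes that had a probe set of their own.

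Gene names came from a platform table that pairs probe sets with genes, updated through gene identifiers with the RefSeq annotation of assembly TAIR10.1, which matched 13436 of the 13513 probe sets with a single gene. Where a gene had several probe sets, that with the highest mean over all arrays was used. No coordinates are printed, because no genome build is given with the array values. Of 27 lists, 12 had at least 3 measured genes and were tested, and 9 had none. The list of plastid genome genes was taken from the chromosome given in RefSeq, because its identifiers there are not those planned; the corresponding mitochondrial list and the share of transcription factors, for which gene descriptions would be needed, were not analysed here.

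Genes named in the text were the study's real-time PCR genes, up to 10 rises and 10 falls past the study's thresholds with no overlap between genotypes and the higher mean above the median of all probe sets, and up to 4 members of each list with the lowest p. The plastid genes psbK, psbI, atpF, atpH, atpI, psbT, psbN, petB and petD and the gene SDH1-1 stand outside this rule. So do the mitochondrial stress genes AT2G21640 and AT2G04050. All of these were named after their values were seen. The homologs HB7 and HB12 and the reference gene of the real-time PCR were not analysed here. This rule, the other lists, the tests of genes and of lists and the other alternatives were set before the data were examined. The list of mitochondrial stress genes, the tests of explanations in the closing section and 4 kinds of alternative were set later; the alternatives are the GAPDH covariate, leaving out replicate 1 of both genotypes, the other pairings of arrays as a block, and the methods' t-test with folds from mean linear signals.

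The scripts were tested on 20 simulated sets of arrays with the means and spread of the 22746 probe sets, 200 of them changed in each set. In this comparison, limma recovered 98.1% of probe sets above the median signal changed by 2 (log2) and 84.1% of those below it at the study's thresholds, and 33.8% and 17.6% at an adjusted p of 0.05. For a change of 4 (log2), 94.2% and 62.0% passed the adjusted threshold. With no probe set changed, a mean of 669.5 probe sets (628 to 711) passed the study's thresholds with limma and 320.0 (289 to 355) with the methods' t-test, and 0 passed the adjusted threshold.

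The alternatives were the methods' t-test, a variance trend, array weights, quantile normalization, median centring, log2(signal + 16), probe sets above the 40th percentile of signal, leaving out probe sets marked as cross-hybridizing, the replicate number as a block, leaving out each array in turn, and folds or t-tests on linear signals. Of the array controls, 3' minus 5' differences, spike-ins and correlations between arrays were computed. Replicate numbers were checked for pairing by the correlation of deviations from the group means.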

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

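The test in this part, of the spread of plastid genes, was set before its result was seen but after the values of atpA and psbH were. The genes atpA, AT2G22650 and AT5G04380 were higher in 35S::OsHOX24 with log2 differences of 3.59, 1.13 and 1.00, with no overlap between the genotypes and a mean signal above the median of all probe sets in the transgenic line. They were picked as rises that were not past the thresholds with the methods' t-test, a choice made after their values had been seen. They stand outside the genes the paper discusses, and the counts of the methods' t-test equal the paper's. All 3 lost their call under at least 4 alternatives.

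Of these, atpA belongs to the plastid genome, as does psbH, which was lower with a log2 difference of -2.26 and kept its call under all 17 alternatives run for it. Of the 69 measured plastid genes, 1 was higher and 1 lower past the study's thresholds, and their median log2 difference was -0.08. Plastid transcripts carry few poly-A tails, so uneven capture by oligo-dT priming is a candidate explanation. The median SD of plastid genes within genotypes was 0.59 (log2), against 0.30 in nuclear genes matched on signal. It was above that of each of 10000 random lists of such genes. Plastid genes varied together (estimated correlation 0.122) and the random lists were not matched on this. The comparison therefore cannot tell uneven capture apart from another structure shared by the arrays. For atpA, uneven capture cannot be told apart from an effect of the genotype, which stays open. The transgenic arrays read 10.84, 7.52 and 11.86. The WT arrays read 6.01, 6.54 and 6.91, with an SD of 0.46, although uneven capture would spread these too. For psbH the SD was 0.49 in WT and 0.37 in 35S::OsHOX24, both below 0.59, so its fall stays open as well. The neighbouring genes psbT, psbN, petB and petD had log2 differences of -0.22, -0.34, -0.08 and -0.72, none past the thresholds.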

How the results depend on the processing

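Leaving out replicate 1 of both genotypes and adding the GAPDH 3' to 5' difference as a covariate were chosen after seeing the data, as were the methods' t-test with folds from mean linear signals (110 probe sets higher and 182 lower) and the 5 other pairings of arrays below. No probe set passed an adjusted p of 0.05 under any alternative run, with 785 at an unadjusted p under 0.05 with limma and 798 with the methods' t-test. At the study's thresholds, 208 probe sets were higher and 367 lower with limma. The methods' t-test gave 112 and 180 (81 and 117 as genes, against 152 and 231), and on linear signals 94 and 155 (66 and 98). Log2(signal + 16) gave 29 and 85 (21 and 47), and the filter at the 40th percentile 17 and 40 (12 and 23), where fewer probe sets are tested. Without each array in turn, the counts were 220 to 316 higher, with 316 without WT replicate 1, and 347 to 494 lower. Without replicate 1 of both genotypes, 324 probe sets (240 genes) were higher. Of the 575 probe sets, 98 stayed past the thresholds with log2(signal + 16) and 276 without replicate 1 of both genotypes. Of the 3 real-time PCR genes, 1 stayed past the thresholds above the 40th percentile of signal, where the others are left out, and 1 without replicate 1 of both genotypes. In Fisher's tests, 1 list was past an adjusted p of 0.05, against 3 with log2(signal + 16), 0 above the 40th percentile, 2 with the GAPDH covariate, 0 without replicate 1 of both genotypes and 1 to 3 without each array, 3 being without WT replicate 3. With camera, 4 lists were past it, against 5 with the variance trend, with the replicate block and without replicate 1 of both genotypes, 1 above the 40th percentile, 0 with an estimated correlation and 2 to 4 without each array, 2 being without WT replicate 1. Above the 40th percentile, list members with low signals are left out. With fry, which does not compare a list with other genes, 3 lists were past it. Named genes kept their side of the thresholds in 971 comparisons, lost it in 51 and gained it in 15, and no called gene turned its direction. Apart from the cases named, the cause of these changes was not tested. The median shift of all probe sets was -0.03 (log2). Signals near the floor limit the folds: the median SD within genotypes was 1.17 (log2) in the lowest of 4 equal groups by signal and 0.29 in the highest.

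With the replicate number as a block, 259 probe sets were higher and 419 lower and none passed an adjusted p of 0.05. CHI, AT2G22650 and AT5G04380 were then not past the study's thresholds at the same log2 differences, and the glyoxylate and fatty acid list was past an adjusted p of 0.05 with camera (0.0275). Deviations from the group means correlated across probe sets at 0.11, -0.20 and -0.18 for numbers 1, 2 and 3. Above the median signal these correlations were 0.46, -0.50 and -0.53. Numbers 2 and 3 thus do not pair the arrays. Across genotypes, the arrays numbered 1 correlated best with each other, so a pairing of these stays open. The 5 other pairings as a block gave 249 to 271 higher and 436 to 484 lower. The pairing in which every pair correlated above 0 (WT 1, 2 and 3 with 35S::OsHOX24 1, 3 and 2) gave 266 and 461, with 1268 probe sets at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05; it was chosen from the data.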

Differences from the paper's values

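The paper's counts at its thresholds of at least 2-fold and P of at most 0.05 are 112 up-regulated, 180 down-regulated and 292 genes in all, whereas limma gave 208 higher, 367 lower and 575 probe sets in all. Of the alternatives set before the data were examined, the methods' t-test on the log2 values gave 112 and 180, 292 in all, and the methods' t-test on linear signals 94 and 155, 249 in all, within 1.5 times of the paper's values. Student's t-test is the test that the paper's methods name. A variance trend came within 1.5 times of the paper's up-regulated count (153) and not of the other counts (287 and 440). Array weights, quantile normalization, median centring, log2(signal + 16), the filter at the 40th percentile, leaving out cross-hybridizing probe sets, the replicate block, leaving out each array and folds from mean linear signals did not come within 1.5 times of any of the 3 counts. The methods' t-test on the log2 values with folds from mean linear signals, chosen after seeing the values, gave 110 and 182, 292 in all, and dropped 3 of the 292 probe sets that the methods' t-test called. The paper speaks of genes and these are counts of probe sets.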

Other observations

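The tests of RNA integrity and of splits by an adjusted p and the comparison with simulated arrays were chosen after their results were seen, and the correlations between arrays had been seen before the splits were counted. Among groups not described above, 3 of 19 listed nuclear photosynthesis genes could be named, with log2 differences of 0.18 for PSAN, 0.08 for RCA and -0.06 for LHCB4.1, and 3 of 8 reference genes, GAPC2 (0.01), AT4G34270 (-0.03) and AT2G28390 (-0.05). The root hair expansin genes EXPA7 and EXPA18 had log2 differences of 1.08 and 0.27, the iron deficiency gene BHLH101 of 0.59, the defensin gene PDF1.2 of 0.03, and the heat shock genes ATHSP22.0 and AT5G37670 of -0.18 and -0.10, none of them past the study's thresholds. With camera, the adjusted p was 0.747 for these photosynthesis genes, 0.982 for the reference genes and 0.982 for plastid genome genes. It was 0.982 for the 4 measured genes of the dehydration list. Replicate 1 of both genotypes stood apart in the clock gene GI (10.36 in WT and 9.90 in 35S::OsHOX24, against 6.39 to 7.77 in the other arrays, log2) and in the cold-responsive gene COR15A (10.84 and 9.67, against 5.20 to 6.86).

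In the plastid genome, the neighbouring genes psbK, psbI and atpA, the first 2 of them chosen after their values were seen, had their highest signals in replicates 1 and 3 of 35S::OsHOX24. Replicate 2 was within the range of WT for psbK and psbI, whereas for atpA it read 7.52, above the WT arrays (6.01 to 6.91). The signals of psbI were 10.66, 8.11 and 12.57 (log2) in these replicates 1, 2 and 3 and 7.95 to 8.61 in WT, and those of psbK were 9.40, 7.63 and 12.40 against 7.53 to 8.18. On the other side of atpA, atpF, atpH and atpI had log2 differences of -0.05, 1.09 and -0.55, all with overlap between genotypes. The signals of atpF were 9.5 to 9.9 in 35S::OsHOX24 and 8.6 to 10.7 in WT.

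Most probe sets past the study's thresholds had low signals, 550 of 575 being below the median. Noise of low signals is a candidate explanation: simulated arrays with no change gave a mean of 578.5 such probe sets (536 to 616), which covers the 550, but their spread was taken from these arrays and holds any structure in them, so noise and structure cannot be told apart here. The other splits of the 6 arrays into 3 and 3 gave 505 to 806, and the 5 of these 9 splits with at least 550 also gave more calls above the median than the real split. The size of the fold at low signals cannot be told apart either: with log2(signal + 16), 75 of the 550 stayed past the thresholds, but adding 16 shrinks the folds of low signals whether or not a change is real. An effect of the genotype on weakly expressed genes stays open.

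Splits of the 6 arrays number 10, too few for a share under 0.05. At the study's thresholds the real split gave 575 probe sets and the highest of the other splits 1102, and 7 of the 10 splits, the real one included, gave at least 575. At an adjusted p of 0.05, the real split gave 0 and the highest other 0, so that all 10 gave the same count. For camera, the real split gave 4 lists and the highest other 1, so that 1 split, the real one, gave as many. For Fisher's tests, the real split gave 1 list and the highest other 1, and 3 splits, the real one included, gave 1. Some of these lists, such as the real-time PCR genes, hold genes or terms that the study picked from the real grouping, which favours the real split, and with an estimated correlation camera gave 0 lists for it.

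The 2 splits with the most calls put WT replicate 2 and 35S::OsHOX24 replicate 3 together, and WT replicate 3 and 35S::OsHOX24 replicate 2, which points to a structure of the arrays other than genotype. Above the median signal, deviations from the group means correlated across probe sets at 0.68 for the first of these pairs, at 0.62 for the second and at 0.46 for replicate 1 of both genotypes, and probe sets are not independent replicates. RNA integrity is a candidate explanation that cannot be told apart here: WT replicate 2 and 35S::OsHOX24 replicate 3 had lower 3' minus 5' differences than the other arrays in 1 of 3 control genes, GAPDH (1.63 and 2.39 against at least 3.25), and not in actin or ubiquitin. With 6 arrays and no batch given, no other technical or biological explanation was tested.

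A hypothesis is that genes responsive to mitochondrial stress were lower in 35S::OsHOX24, prompted by AT5G09570, AT2G41730 and AT2G21640, with log2 differences of -1.63, -2.09 and -1.05. Of 19 genes listed for it, 10 could be named, and 6 of these had not been seen before. Of the 6, 4 had lower values, and the median of the 6 was -0.91. Of these 4, 1, AT2G04050, was past the study's thresholds with limma at -2.43. Its mean signals, 5.68 (log2) in WT and 3.25 in 35S::OsHOX24, were below the median of all probe sets. AT2G41730, AT2G21640 and AT2G04050 were not past the thresholds with the methods' t-test. AT2G21640 overlapped between genotypes, and AT2G41730 was read by a probe set marked as cross-hybridizing. Camera gave p = 0.219 over the 6 genes (p = 0.401 with an estimated correlation), so the test did not decide between a shared fall and none.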
